# RNA Sequencing Identifies New RNase III Cleavage Sites in *Escherichia coli* and Reveals Increased Regulation of mRNA

**DOI:** 10.1128/mBio.00128-17

**Published:** 2017-03-28

**Authors:** Gina C. Gordon, Jeffrey C. Cameron, Brian F. Pfleger

**Keywords:** *Escherichia coli*, RNA degradation, RNA sequencing, RNA stability, RNase III

## Abstract

Ribonucleases facilitate rapid turnover of RNA, providing cells with another mechanism to adjust transcript and protein levels in response to environmental conditions. While many examples have been documented, a comprehensive list of RNase targets is not available. To address this knowledge gap, we compared levels of RNA sequencing coverage of *Escherichia coli* and a corresponding RNase III mutant to expand the list of known RNase III targets. RNase III is a widespread endoribonuclease that binds and cleaves double-stranded RNA in many critical transcripts. RNase III cleavage at novel sites found in *aceEF*, *proP*, *tnaC*, *dctA*, *pheM*, *sdhC*, *yhhQ*, *glpT*, *aceK*, and *gluQ* accelerated RNA decay, consistent with previously described targets wherein RNase III cleavage initiates rapid degradation of secondary messages by other RNases. In contrast, cleavage at three novel sites in the *ahpF*, *pflB*, and *yajQ* transcripts led to stabilized secondary transcripts. Two other novel sites in *hisL* and *pheM* overlapped with transcriptional attenuators that likely serve to ensure turnover of these highly structured RNAs. Many of the new RNase III target sites are located on transcripts encoding metabolic enzymes. For instance, two novel RNase III sites are located within transcripts encoding enzymes near a key metabolic node connecting glycolysis and the tricarboxylic acid (TCA) cycle. Pyruvate dehydrogenase activity was increased in an *rnc* deletion mutant compared to the wild-type (WT) strain in early stationary phase, confirming the novel link between RNA turnover and regulation of pathway activity. Identification of these novel sites suggests that mRNA turnover may be an underappreciated mode of regulating metabolism.

## IMPORTANCE

The concerted action and overlapping functions of endoribonucleases, exoribonucleases, and RNA processing enzymes complicate the study of global RNA turnover and recycling of specific transcripts. More information about RNase specificity and activity is needed to make predictions of transcript half-life and to design synthetic transcripts with optimal stability. RNase III does not have a conserved target sequence but instead recognizes RNA secondary structure. Prior to this study, only a few RNase III target sites in *E. coli* were known, so we used RNA sequencing to provide a more comprehensive list of cleavage sites and to examine the impact of RNase III on transcript degradation. With this added information on how RNase III participates in transcript regulation and recycling, a more complete picture of RNA turnover can be developed for *E. coli*. Similar approaches could be used to augment our understanding of RNA turnover in other bacteria.

## INTRODUCTION

RNases are best known for their role in processing stable RNAs (e.g., rRNA, tRNA) to their mature, functional forms. In addition, RNases are critical for the inactivation and recycling of protein-encoding mRNA transcripts. In *Escherichia coli* and *Bacillus subtilis*, the best-studied models of bacterial RNA turnover, endonucleases and exonucleases act in concert, often facilitated by formation of a multienzyme complex, termed a degradosome, to inactivate and recycle transcripts to single nucleotides (1, 2). A common, generic model of mRNA turnover begins with a rate-determining, inactivating cleavage by an endoribonuclease followed by exoribonuclease-mediated turnover of secondary transcript fragments (3). That said, specific mechanisms of mRNA decay are known for a limited number of transcripts and predictions of how an unstudied transcript will decay are not available. This knowledge gap is due to the experimental complexity created by the presence of redundant decay pathways, the interaction of multiple enzyme classes, and the strong influence of environmental factors on RNase activity in each case. Furthermore, RNase activity can be blocked by specific protein inhibitors (4, 5), impaired by the presence of RNA secondary structures, or accelerated by processing of other RNases. In addition, the substrate preference (i.e., sequence, structure) of endonucleases is poorly understood. RNases can demonstrate highly selective cleavage specificity *in vivo* but often significant nonspecific activity *in vitro* (6). Our imprecise understanding of the factors that influence RNase activity prevents prediction of preferred cleavage sites, transcript abundance, and RNA half-life (*t*_1/2_) from genomic sequence. This report begins to address this gap by cataloging the native RNA targets of RNase III in *E. coli*.

RNase III is a widely distributed endoribonuclease that plays many roles in processing bacterial and viral RNAs, and yet a complete catalog of its targets and regulatory effects remains unavailable. RNase III acts as a homodimer with two Mg^2+^-dependent active sites that cleave double-stranded RNA (dsRNA), leaving a 5′ phosphate and 3′ hydroxyl with a 2-nucleotide (nt) overhang (7). RNase III is best known for its role in processing rRNA to release mature 16S and 23S rRNAs (8–11). RNase III is essential in *B. subtilis* due to its role in cleaving the duplex of two RNAs encoding toxins on two prophages (12). In *E. coli*, the RNase III gene (*rnc*) regulates its own expression by binding and cleaving a secondary structure in the 5′ untranslated region (5′ UTR), causing rapid degradation of the *rnc* message (13). The negative autoregulation is possible because RNase III accounts for only 0.01% of the total protein (14) and can be effectively titrated away from its own message by abundant targets such as rRNA. Another well-known example of RNase III regulation of mRNA is *pnp*, which encodes PNPase, a 5′–3′ exoribonuclease. RNase III cleaves a secondary structure in the 5′ UTR, leading to rapid degradation of the *pnp* message (15). RNase III can also affect protein expression through a translational control mechanism where the ribosome binding site (RBS) is occluded in RNA secondary structure until RNase III cleavage makes it accessible (e.g., native *E. coli* alcohol dehydrogenase [*adhE*]; cIII in lambda phage [16, 17]). There are also many examples of RNase III cleavage that alter RNA maturation and the abundance of RNA duplexes. RNase III targets several locations in bacteriophage lambda (17–19), T7 phage (20), and T3 phage (21). In addition to maturation of viral RNAs, RNase III also participates in the bacterial immune system (type II clustered regularly interspaced short palindromic repeat [CRISPR]/Cas systems) by releasing mature guide RNAs from CRISPR-encoded arrays (22). Cleavage of antisense RNA by RNase III can control plasmid copy number (23). Eukaryotic RNase III family members (Dicer and Drosha) have been shown to be central players in RNA interference and microRNA processing (24, 25). Beyond RNA cleavage, RNase III can alter secondary structure through binding to double-stranded RNA without cleaving (26). With such an expansive list of viral and cellular RNA targets, we wondered if other native mRNAs were subject to RNase III cleavage and how cleavage impacted transcript half-life.

In this study, we performed RNA sequencing (RNA-seq) on an *E. coli* model system to confirm known sites, identify novel targets, and determine the impact of cleavage events on transcript degradation and metabolic phenotypes. To find cleavage sites, we compared the abundances of sequencing reads across the transcriptome of a wild-type (WT) *E. coli* strain and an *rnc* deletion mutant. The RNA sequencing approach provided wider coverage and unprecedented resolution of mRNA abundance at each position in the transcriptome compared to prior studies that used quantitative PCR (qPCR), Northern blotting, or microarrays (27). In addition to data collected from exponentially growing cells, we observed the effects of RNase III cleavage on transcript degradation by collecting samples in a time course after stopping nascent transcription with rifampin. Combined, our datasets allowed us to pinpoint novel RNase III cleavage sites located within transcripts encoding important metabolic enzymes, near alternative promoters, and within transcription attenuators.

## RESULTS

### Determination of global RNase III targets.

To study RNase III processing of the *E. coli* transcriptome, we collected total RNA from two strains of exponentially growing *E. coli* strains, MG1693 (WT) and SK4455 (*rnc* deletion mutant). Samples were harvested over a 20-min time course following addition of rifampin to each culture. Ribosomal RNA was reduced from these samples, and the resulting pool was processed for RNA sequencing. 

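The libraries were made from total RNA of *E. coli* MG1693 (WT) and SK4455, in which the gene of RNase III (*rnc*) is deleted. WT replicate A and the *rnc* deletion mutant were each sampled at time zero, at every 2.5 min up to 10 min, and at 20 min, and WT replicate B was labelled as sampled at 0, 2.5, and 7.5 min. Rifampin stops the initiation of transcription, and the sample called time zero was taken 3.5 min after its addition. The authors removed rRNA, sequenced read pairs, aligned them with bwa to the *E. coli* genome (NC_000913.3), and deposited the read coverage of each base. The deposited values were scaled per library, with both strands in 1 value, and a base without reads was given as 0.01. Within each of the 14 libraries used here, the values were whole multiples of the value of 1 read at 99.97 to 100% of the bases, so that read numbers were recovered by division. These libraries held between 1238 and 2065 Mb of aligned sequence, with a median of 1515 Mb for WT replicate A, 1462 Mb for WT replicate B, and 1654 Mb for the mutant. At a read length of 100 bases this is 12.4 to 20.6 M reads, while the paper's reported range is 14 to 23 M reads. The library of WT replicate B at 2.5 min was counted as 1 sample with that of WT replicate A at 20 min. Of 105 pairs of libraries it was the 1 pair with reads missing at exactly the same bases, and 99.4% of its values equaled those of the other library times 0.119 within rounding. It was used under the label WT replicate A, 20 min, the copy whose total was like those of the other libraries, and its coverage of genes was not used to decide which label is right. WT replicate B therefore had 2 usable time points. Every fit of WT replicate A over 6 time points, and every exact p from it, rests on this choice of label. The fits without the 20-min sample do not use that library directly. The blocks of stable coverage that normalize them were picked with it, so they are not free of this choice either. The median number of reads per base was 33 in the mutant at time zero, 46 in WT replicate A at 7.5 min, and 29 in WT replicate A at 10 min, and it was between 4 and 12 in the other 11 libraries. Gene coordinates were not used here, so each gene was measured in a window placed by the positions of Table 1 and Table S1. There was 1 mutant culture, so differences between strains have no replicate check on the side of the mutant.

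**Figure D1:**
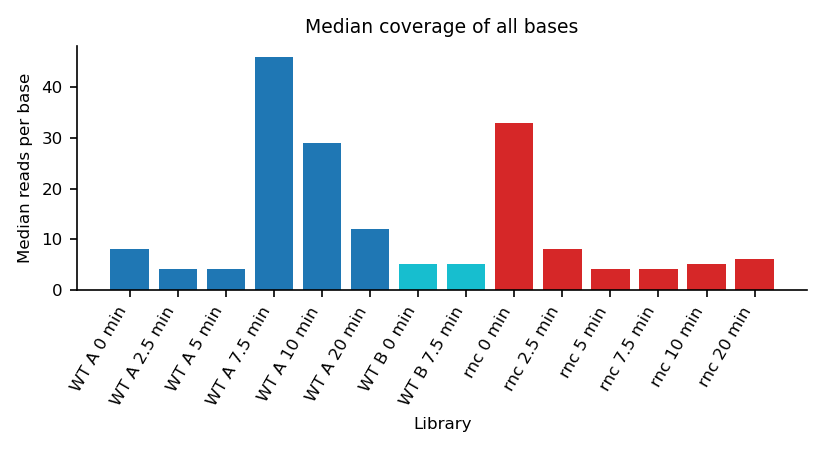
Median number of reads per base (vertical axis) in each of the 14 libraries (horizontal axis), with WT replicate A in blue, WT replicate B in cyan, and the *rnc* deletion mutant in red. The bars of the mutant at 0 min and of WT replicate A at 7.5 and 10 min stand at 33, 46, and 29 reads, above those of the other 11 libraries.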

The resulting sequencing reads were mapped to the *E. coli* genome and quantified per base using Integrated Genomics Viewer (IGV) tools (28).

We examined two well-known RNase III processing sites, 5′ of *pnp* and *sucA* (Fig. 1), to identify hallmarks of cleavage in our RNA-seq data. Prior to rifampin addition, WT samples (blue) exhibited drastically reduced read coverage compared to the read coverage of the *rnc* deletion mutant (red) at processing sites. 

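At the position 3311286, 5′ of *pnp*, the time-zero libraries of WT replicates A and B had 3 and 3 reads and that of the *rnc* deletion mutant had 11347. At the position 758515, in the leader of *sucA*, the numbers were 0, 1, and 305 reads. In the 1001 bases downstream of the *pnp* site (3309986 to 3310986), the mean coverage in deposited units was 94.8 in WT replicate A, 41.2 in WT replicate B, and 1774 in the mutant. The log2 ratio of the mutant to the WT there, scaled to total coverage outside rRNA and with a pseudocount of 1, was 4.83, against an SD of 0.84 between the WT replicates. Upstream of the site, in a window of *rpsO* (3311486 to 3311686), it was 0.87 (SD 0.15). Downstream of the *sucA* site (758715 to 759715) it was 1.41 (SD 0.68). These libraries were the earliest ones analysed, taken 3.5 min after the addition of rifampin.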

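With the pseudocount of 0.01 of the Methods, the ratio of mutant reads to WT reads at the position 3311286 near *pnp* was 3782 over both WT replicates. At the position 758515 near *sucA* it was 30500 over WT replicate A, which had 0 reads there, and 305 over WT replicate B. A pseudocount of 1 gave 2837 over both replicates near *pnp*, and 306 and 153 near *sucA*.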

The difference led to dramatic spikes in the ratio of *rnc* deletion mutant reads/WT reads near the site of RNase III cleavage (green). Beyond the cleavage site, the time course post-rifampin addition demonstrated a degradation pattern of the *pnp* transcript consistent with previous descriptions (29); RNase III cleavage results in a faster decay of the downstream secondary transcript (Fig. 2). In *rnc* deletion mutant samples, the downstream transcript is more stable, with a half-life of ~6 min compared to ~4 min in the WT. 

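Half-lives were fitted at each base of the window downstream of the *pnp* site (3309986 to 3310986) from log10 coverage, normalized to time zero by the average of 3 blocks of stable coverage. The median over the bases was 3.95 min in WT replicate A and 5.37 min in the *rnc* deletion mutant, a ratio of 1.36. At 7.5 min the window kept 14.9% of its time-zero coverage in WT replicate A, 5.61% in WT replicate B, and 62.8% in the mutant. At 20 min it kept 3.21% in WT replicate A and 8.18% in the mutant. The slope of log10(mutant/WT replicate A) over the 6 time points was not separable from 0 (two-sided exact permutation test over 720 pairings, p = 0.281, and 0.361 after Benjamini-Hochberg adjustment over 27 regions). Without the 20-min sample, the half-lives were 2.69 and 9.31 min. The exact test over the remaining time points, which allow fewer pairings, gave p = 0.0167. That was the smallest p of any region without this sample, and several regions reached it. With total scaling over all time points, the exact p was 0.0431. In the other alternatives that enter the test, it was between 0.0625 (no normalization) and 0.538 (second stable block alone). From the 0- and 7.5-min samples alone, the half-life was 2.74 min in WT replicate A, 1.79 min in WT replicate B, and 11.1 min in the mutant. In the *rpsO* window upstream of the site, the half-life was 4.82 min in WT replicate A and 3.75 min in the mutant (exact permutation test, p = 0.349, adjusted 0.409). Without the 20-min sample the direction turned, with 2.64 and 3.58 min. From 0 and 7.5 min it was 2.16 min in WT replicate A, 2.08 min in WT replicate B, and 3.61 min in the mutant. Slower decay in the mutant at the early times was thus not limited to the downstream side. Time points of 1 culture are not replicate cultures, so these tests compare time courses. From the time course, the paper concludes that cleavage leads to faster decay of the transcript downstream of the site.

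**Figure D2:**
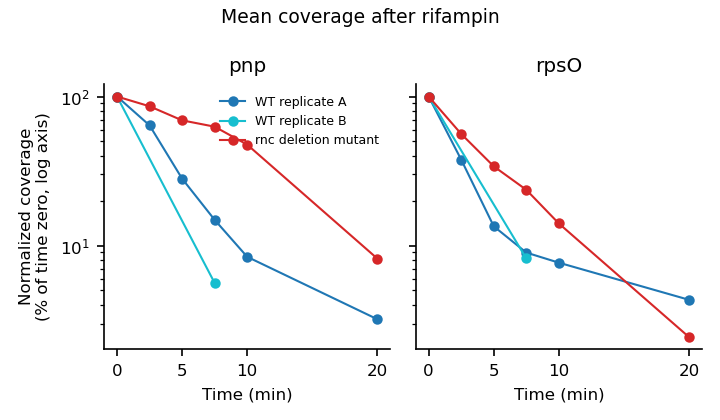
Normalized mean coverage (percent of time zero, log axis) over time (min) in the *pnp* and *rpsO* windows, for WT replicate A (blue), WT replicate B (cyan), and the *rnc* deletion mutant (red), each point being 1 library. At 7.5 min *pnp* stood at 62.8% in the mutant and at 14.9 and 5.61% in the WT replicates.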

Previous studies using S1 nuclease mapping reported that the half-life of the *pnp* transcript was 8 min in the *rnc* deletion mutant and 1.5 min in the WT (30); others have reported a half-life of >40 min in the *rnc* deletion mutant (31). 

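The 26 known sites of Table 1 had between 115 and 17025 mutant reads at time zero, and for all 26 the recovered read numbers were those of the table. With a pseudocount of 1, the ratio of mutant to WT reads was at least 30 over both WT replicates at all 26, and 32.6 at the lowest. At 2.5 min, where only WT replicate A was used, the ratio was at least 30 at all 26, with a lowest value of 41.8 and a median of 267.5. At the *metY* site (3318176) there were 609 reads in the mutant and 6 and 1 in WT replicates A and B. At the *rng* site (3397879), the numbers were 684, 6, and 7. The remaining genes of Fig. S1 were not analysed here.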

The RNA profiles of several other known RNase III targets were similarly changed (see Fig. S1 in the supplemental material).

10.1128/mBio.00128-17.1 FIG S1  Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for known RNase III processing sites (a) *corA* (71), (b) *mltD* (42), (c) *metY* (46), (d) *arfA* (41), (e) *rplL* (65), (f) *sucA* (64), (g) *tufB* (66), (h) *dicF* (67), (i) *proU* (68), (j) *bdm* (69), (k) *rng* (63), (l) *betT* (70), (m) *nirB* (27), and (n) an rRNA operon (9, 10). A gray box marks the known cleavage site. Download FIG S1, PDF file, 2.2 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 1:**
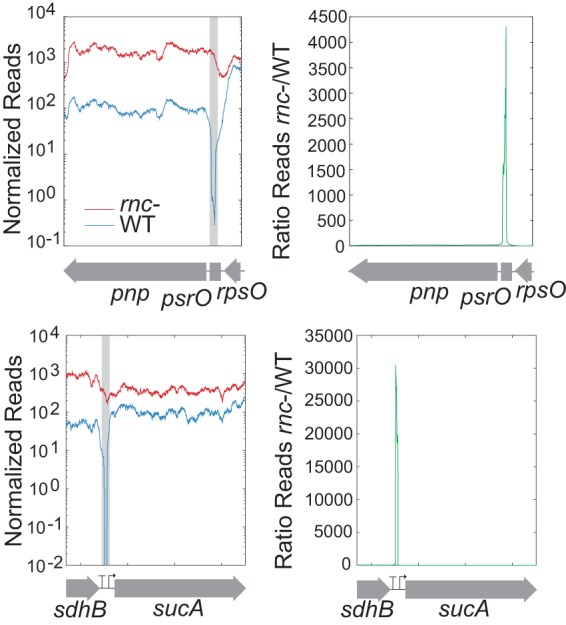
Identification of RNase III cleavage sites by comparison of the levels of RNA sequencing coverage between the wild-type strain (WT) and the RNase III mutant (*rnc*-). Read coverage across genomic locations of known cleavage sites near *sucA* and *pnp* are shown as well as the location of the known cleavage site (gray box). Novel cleavage sites were identified by looking for peaks in the ratio of reads between the *rnc* deletion mutant and the WT.

**FIG 2:**
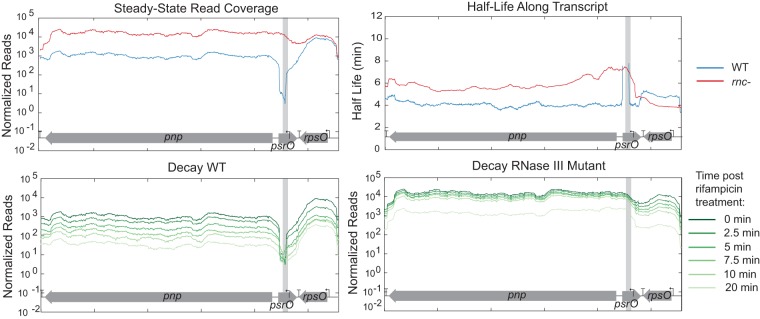
RNA-seq coverage around known RNase III cleavage site 5′ of *pnp*. Degradation throughout time is shown both for the WT and *rnc* deletion mutant, with time zero minutes shown in dark green and lighter green at 20 min. Half-lives in both the WT strain and *rnc* deletion mutant were calculated and displayed only when the *R*^2^ value was ≥0.7. The cleavage site is identified with a gray box.

On the basis of these observations, we devised a search algorithm for identifying putative RNase III processing sites. Specifically, we plotted the ratio of reads from the *rnc* deletion mutant to reads from the WT and searched for sequences where the *rnc* deletion mutant strain was dramatically more abundant than the WT in short windows—i.e., sites where cleavage would reduce RNA abundance in the WT. From this data set, we created a list of potential cleavage sites that had a ratio of reads between the *rnc* deletion mutant and WT of 30 in both replicates. This ratio was chosen because this was the lowest ratio that we observed for a known site, *tufB*. 

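Bases with a mutant/WT ratio of at least 30 over each WT time-zero library, taken in the order of mutant reads and at least 400 bp apart, made a list of 3006 sites. A ratio of at least 10 in the place of 30 gave 4377 sites, and a ratio of at least 100 gave 2588. Scaling the libraries to total coverage outside rRNA gave 2956. Over WT replicate A alone there were 3659 sites, and over WT replicate B alone 4630. The median site had 32 mutant reads, where the median base of the whole mutant library had 33, and 1696 of the 3006 sites (56.4%) had 0 reads in both WT replicates. There is 1 mutant library, so the list has no replicate on that side.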

With this criterion, there were numerous locations selected that corresponded to shoulders of potential sites, so we required the sites to be at least 400 bp apart. 

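Of the settings of the search, the minimum number of mutant reads changed the number of sites most. With at least 100 mutant reads required, 70 of 3006 sites were left, and with at least 10 reads 2911 were left. With sites at least 200 bp apart there were 4742 sites, and with 1000 bp 1636. A pseudocount of 1 gave 1110 sites. The same search was run between other libraries to describe its background. WT replicate A over WT replicate B gave 3749 sites and WT replicate B over WT replicate A gave 2525, and with a pseudocount of 1 each gave 11. Over the same single libraries, the mutant gave 4630 over WT replicate B and 3659 over WT replicate A. With a pseudocount of 1 these were 2252 and 1744. Both WT replicates over the mutant gave 12 sites, and 0 with a pseudocount of 1. Few bases could pass there, since the mutant library had a median of 33 reads per base and 0.0497% of bases without reads. These low counts therefore do not describe the background of the search. WT replicate A at 7.5 min in the place of the mutant gave 3609 sites, and 2584 with a pseudocount of 1. The mutant at 2.5 min over the WT time-zero libraries gave 2331 sites, and 70 with a pseudocount of 1.

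**Figure D3:**
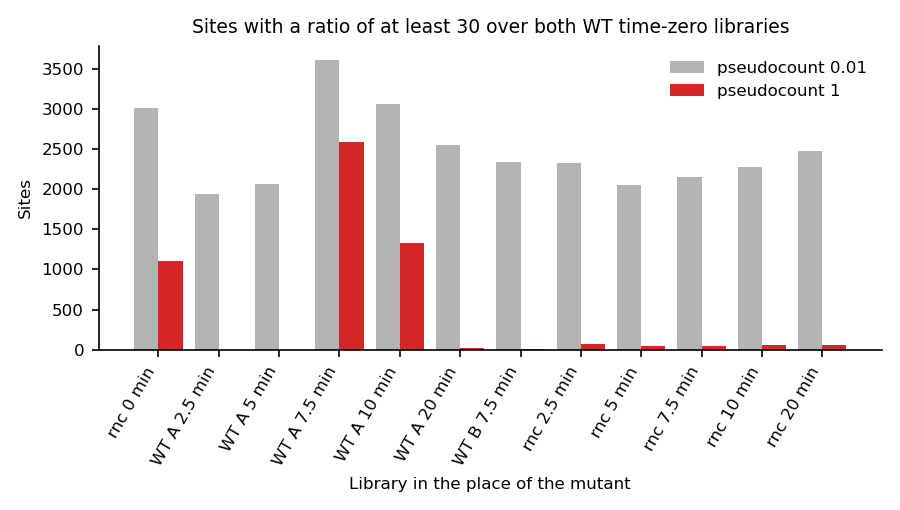
Number of sites (vertical axis) found when each library (horizontal axis) takes the place of the mutant over both WT time-zero libraries, with a pseudocount of 0.01 (gray) and of 1 (red). With a pseudocount of 1, the mutant at 0 min gave 1110 sites, WT replicate A at 7.5 and 10 min gave 2584 and 1333, and the other libraries gave at most 70.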

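Of the 2054 sites of Table S1, 1999 could be read here, and for all 1999 the listed reads of the mutant and of both WT replicates equaled the recovered ones. The search made here gave 3006 sites. The table marks 33 of the 1999 sites as known. The median site of the table had 32 mutant reads (quartiles, 22 and 40), and 1493 sites (74.7%) had 0 reads in both WT replicates. With a pseudocount of 1, 773 of the 1999 sites had a ratio of at least 30 over both WT replicates. At 2.5 min, 62 had such a ratio over WT replicate A. At 1853 sites (92.7%), the mutant reads were under 3 times the local background of the mutant library, a multiple chosen after the data were seen.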

The list comprised the majority of known processing sites as well as novel putative cleavage sites (see Table S1 in the supplemental material). 

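Table 1 lists 18 putative sites, with between 91 and 13954 mutant reads at time zero, and the recovered reads were those of the table at all 18. The largest was at 122961, between *pdhR* and *aceE*, with 13954 mutant reads and 2 and 9 reads in WT replicates A and B. The next were at 639695, between *ahpC* and *ahpF* (3598 mutant reads and 4 and 4 WT reads), and at 1799278, between *pheM* and *rplT* (3196, 5, and 4). A WT replicate had 0 reads at 7 of the 18 sites. With a pseudocount of 1, both ratios were at least 30 at 17 of the 18 sites. The exception was the site between *panE* and *yajQ* (444573), where the 96 mutant reads gave a ratio of 24.25 over WT replicate B. At 2.5 min, the ratio over WT replicate A was at least 30 at 15 of the 18 sites and 4.18 at the lowest. Every site had at least 4.59 times the local background of the mutant library.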

The top 20 novel cleavage sites as well as the genes that are affected by the cleavage event are listed in Table 1. Sites were widely distributed across the genome, falling both within coding regions and within untranslated regions.

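Of the 1999 sites read from Table S1, 1546 (77.3%) are annotated there as coding and 453 as intergenic. The largest distance between neighboring sites of the list of 3006 was 34.5 kb. The share of the genome that is coding was not computed here, so these numbers are not set against a random placement.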

10.1128/mBio.00128-17.8 TABLE S1  Putative RNase III cleavage sites as identified with RNA-seq data. 

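Table S1 gives for each site its position, whether it is in a coding or an intergenic sequence, the genes beside it, the ratio of mutant to WT reads for each WT replicate, the 3 read numbers behind these ratios, and whether the site was known. At the putative sites of Table 1 and those of *pnp* and *sucA*, the ratios listed equaled the recovered read numbers divided as they are, with 0.01 for a base without reads. The table is ordered by mutant reads, and 55 of the 1999 sites read here had at least 91 reads, the fewest of any site in Table 1.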

Download TABLE S1, XLSX file, 0.1 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**TABLE 1:** Known RNase III cleavage sites and top putative RNase III cleavage sites as identified by RNA-seq coverage differences between the WT strain and *rnc* deletion mutant^a^

Location	Annotation	Ratio 1	Ratio 2	WT reads Rep. A (no.)	WT reads Rep. B (no.)	ΔRNase III reads (no.)	Gene(s) affected	Reference or result of *in vitro* cleavage assay
Known cleavage sites identified in this study								
4166537	Intergenic (*muri*-*rrsB*)	415	587	41	29	17,025	rRNA (*rrsB*)	10
4035410	Intergenic (*hemG*-*rrsA*)	314	925	53	18	16,647	rRNA (*rrsA*)	10
3311286	*psrO*	3,782	3,782	3	3	11,347	*pnp*	15
2731278	Intergenic (*rrsG*-*clpB*)	487	534	23	21	11,206	rRNA (*rrsG*)	10
223653	Intergenic (*gmhB*-*rrsH*)	271	491	29	16	7,853	rRNA (*rrsH*)	10
3428875	Intergenic (*rrsD*-*yrdA*)	340	234	20	29	6,791	rRNA (*rrsD*)	10
3943398	Intergenic (*rrsC*-*gltU*)	1,309	2,619	4	2	5,237	rRNA (*rrsC*)	10
4209733	Intergenic (*rrsE*-*gltV*)	4,959	2,480	1	2	4,959	rRNA (*rrsE*)	10
4168221	Intergenic (*rrsB*-*gltT*)	123,700	123,700	0.01	0.01	1,237	rRNA (*rrsB*)	10
4168637	Intergenic (*gltT*-*rrlB*)	120	419	7	2	837	rRNA (*rrlB*)	9
3427176	Intergenic (*Ileu*-*rrsD*)	77,500	775	0.01	1	775	rRNA (*rrsD*)	10
3397879	*yhdE*	114	98	6	7	684	*rng*	63
225355	Intergenic (*rrsH*-*ileV*)	64,300	643	0.01	1	643	rRNA (*rrsH*)	10
4037115	Intergenic (*rrsA*-*ileT*)	62,600	62,600	0.01	0.01	626	rRNA (*rrsA*)	10
3318176	Intergenic (*rimP*-*metY*)	102	609	6	1	609	*metY*	46
4037523	*rrlA*	149	223	3	2	446	rRNA (*rrlA*)	9
758515	P67/*sucA*	30,500	305	0.01	1	305	*sucA*	64
4207874	Intergenic (*purH*-*rrsE*)	29,000	290	0.01	1	290	rRNA (*rrsE*)	10
3946623	Intergenic (*rrlC*-*rrfC*)	22,700	227	0.01	1	227	rRNA (*rrlC*)	9
2729186	Intergenic (*rrlG*-*gltW*)	55	221	4	1	221	rRNA (*rrlG*)	9
4040443	Intergenic (*rrlA*-*rrfA*)	20,300	203	0.01	1	203	rRNA (*rrlA*)	9
4212954	Intergenic (*rrlE*-*rrfE*)	19,500	65	0.01	3	195	rRNA (*rrlE*)	9
3941526	Intergenic (*yieP*-*rrsC*)	16,200	41	0.01	4	162	rRNA (*rrsC*)	10
4171559	Intergenic (*rrlB*-*rrfB*)	12,100	12,100	0.01	0.01	121	rRNA (*rrlB*)	9
3423873	Intergenic (*rrfD*-*rrlD*)	11,700	117	0.01	1	117	rRNA (*rrlD*)	9
2726273	Intergenic (*rrfG*-*rrlG*)	11,500	58	0.01	2	115	rRNA (*rrlG*)	9
Putative cleavage sites identified in this study								
122961	Intergenic (*pdhR*-*aceE*)	6,977	1,550	2	9	13,954	*aceE*, *aceF*, *lpdA*	Y
639695	Intergenic (*ahpC*-*ahpF*)	900	900	4	4	3,598	*ahpC*	Y
1799278	Intergenic (*pheM*-*rplT*)	639	799	5	4	3,196	*pheM*, *pheS*, *pheT*	Y
4330944	*proP*	66	83	15	12	992	*prop*	Y
3889207	tnaA*	301	129	3	7	903	*tnaC*, *tnaA*, *tnaB*	Y
755579	sdhD*	545	42	1	13	545	*sdhC*, *sdhD*	Y
3683389	*dctA*	74	74	7	7	518	*dctA*	Y
2171807	Intergenic (*gatR*-*gatD*)	213	47	2	9	426	*gatR*, *gatD*	N
3609652	*yhhQ*	58	77	4	3	231	*yhhQ*	N
951147	Intergenic (*pflA*-*pflB*)	15,800	15,800	0.01	0.01	158	*pflB*	Y
2351931	*glpT*	14,300	143	0.01	1	143	*glpT*	N
2237178	mglC*	133	13,300	1	0.01	133	*mglC*, *mglA*, *mglB*	N
4307817	alsE*	126	63	1	2	126	*alsB*, *Alsa*, *alsE*, *alsC*, *alsK*	N
2090031	hisL	11,900	60	0.01	2	119	*hisL*	Y
1166043	Intergenic (*ycfP*-*ndh*)	10,800	10,800	0.01	0.01	108	*ndh*	Y
159578	gluQ*	10,400	52	0.01	2	104	*gluQ*	N
444573	Intergenic (*panE*-*yajQ*)	48	32	2	3	96	*yajQ*, *panE*	Y
1622816	Intergenic (*yneM*-*mgrR*)	9,100	91	0.01	1	91	*yneM*, *mgrR*	N

^a^ Positions with zero reads were given a pseudocount of 0.01 reads. Asterisks (*) indicate that multiple cleavage sites were identified within a region and combined into one entry in the table. “Y” indicates there was observed cleavage of an *in vitro* transcribed transcript when incubated with purified enzyme, while “N” indicates a lack of observed cleavage. Ratio 1, number of reads in ΔRNase III divided by number of reads in WT replicate A; Ratio 2, number of reads in ΔRNase III divided by number of reads in WT replicate B; Rep. A, number of reads in WT replicate A; Rep. B, number of reads in WT replicate B.

### Verification of novel RNase III sites with *in vitro* cleavage assays.

We performed *in vitro* cleavage assays to confirm the processing of 19 putative RNase III cleavage sites selected using the following criteria: (i) top ranking based on search algorithm; (ii) RNA-seq pattern resembling those of known cleavage sites; and (iii) predicted secondary structure containing a double-stranded region greater in size than the minimum RNase III target size of 22 nt. For *in vitro* tests, synthetic RNA templates were designed such that putative cleavage sites were positioned ~150 nucleotides from the 5′ end to ensure that the cleavage product was clearly visible when it was separated from uncut RNA on a denaturing 5% polyacrylamide gel. A T7 promoter was included in the 5′ end of the primer used to create PCR products for use as the templates in *in vitro* transcription reactions. RNA made from *in vitro* transcription was quantified and incubated with purified *E. coli* MG1655 RNase III. Reactions were activated by the addition of MgCl_2_ and incubated at 37°C for 15 min before quenching with excess EDTA. *In vitro* reaction products were separated on a 5% polyacrylamide urea gel. Using this approach, we demonstrated RNase III cleavage of 11 putative sites near *aceEF*, *pflBA*, *pheM*, *ahpFC*, *ndh*, *hisL*, *sdhC*, *dctA*, *tnaA*, *proP*, and *yajQ-panE* (Fig. 3). For each putative cleavage site, the band corresponding to the full-length transcript decreased in intensity or disappeared after addition of both enzyme and MgCl_2_. Analogously, new bands, shorter in length, appeared in each of these samples. Two known cleavage sites (*pnp* and *mltD*) were tested as well as two negative controls not known to be processed by RNase III (*gene H* from bacteriophage phi X174 and *ompA*, a highly structured RNA in *E. coli*). Bands corresponding to full-length RNA for both negative controls remained intact after 15 min of incubation with purified RNase III. In 8 of the 19 putative sites, bands corresponding to full-length transcript remained after 15 min (Fig. S2), suggesting that these sequences are not processed by RNase III *in vitro*. It is possible that these sites may be cleaved *in vivo* through interactions with other RNAs or altered secondary structure. RNase III cleavage of dsRNA consisting of antisense RNA and sense RNA has been shown to be prevalent and may play a major role in gene regulation (32). Unfortunately, we were unable to determine if this was the case for our putative cleavage sites because our RNA-seq data did not contain stranded information. 

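The coverage held 1 value per base for both strands together, so a sense transcript and an antisense transcript were counted in the same value. At the site between *yneM* and *mgrR* (1622816), there were 91 mutant reads and 0 and 1 reads in WT replicates A and B. In *yhhQ* (3609652), there were 231 mutant reads and 4 and 3 WT reads.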

The presence of an antisense transcript involved in RNase III cleavage could explain our inability to show *in vitro* cleavage of two putative cleavage sites, integenic *yneM*-*mgrR* and *yhhQ*, since both of these sites were previously shown to have RNase III-dependent antisense transcripts (32).

10.1128/mBio.00128-17.2 FIG S2  Lack of RNase III cleavage of *in vitro* transcripts. The top panel shows other leader sequences that were examined because we found RNase III processing of other leader transcripts. The bottom panel shows putative targets identified using the RNA-seq data. Five micrograms of *in vitro* transcribed RNA was incubated with purified RNase III and activated with MgCl_2_ at 37°C for 15 min. Five hundred nanograms of RNA was removed before the addition of enzyme and MgCl_2_. Samples were run on a denaturing polyacrylamide gel and stained with ethidium bromide and imaged. Download FIG S2, EPS file, 1.7 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 3:**
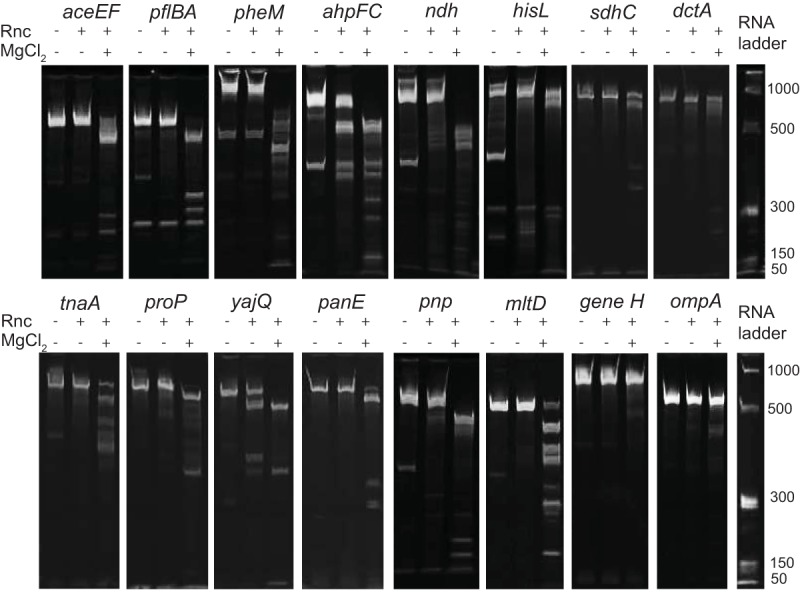
RNase III cleavage of *in vitro* transcripts. Five micrograms of *in vitro* transcribed RNA was incubated with purified RNase III and activated with MgCl_2_ at 37°C for 15 min. Five hundred nanograms of RNA was removed before the addition of enzyme and MgCl_2_. Samples were run on a denaturing polyacrylamide gel and imaged with ethidium bromide.

Using Mfold (33), we were able to identify predicted long double-stranded regions for all 11 confirmed locations of the cleavage sites. We confirmed these locations by performing 5′ rapid amplification of cDNA ends (RACE) on RNA extracted from samples at the end of *in vitro* cleavage reactions (Fig. 4). Three sequences, near *pheM*, *ndh*, and *panE*, contained multiple cleavage sites that were individually identified by sequencing 5′ RACE fragments subcloned into pGEM. Several cleavage sites were found adjacent to or within other regulatory elements such as promoters (*aceEF* and *pflBA*) and attenuators (*hisL* and *pheM*). We noticed that three of the verified sites were close to leader peptides (*hisL*, *pheM*, and *tnaC*) and wondered if RNase III was involved in the turnover of other leader peptides. We performed RNase III cleavage assays on 10 other transcripts encoding leader peptides but saw that none were processed by RNase III *in vitro* (Fig. S2).

**FIG 4:**
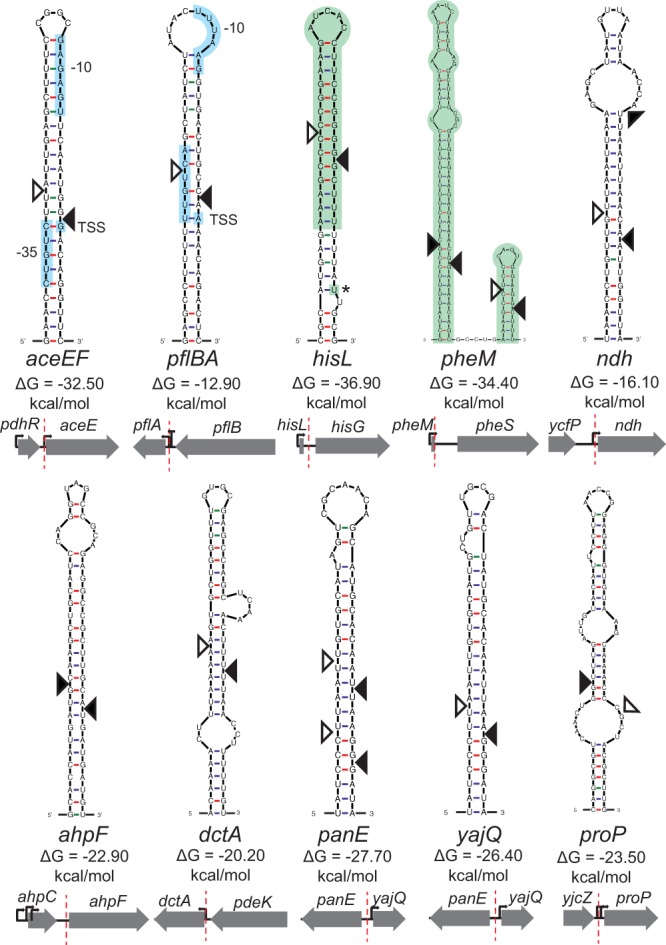
Predicted secondary structure of novel RNase III sites. Dark triangles indicate the cleavage site identified by 5′ RACE. Open triangles indicate the putative location of the corresponding cut required to leave 2-nt overhangs, characteristic of RNase III cleavage. Colored sections highlight other known regulatory elements such as promoters and structures involved in transcriptional attenuation. The orientation of surrounding genes and the location of an RNase III cleavage site are depicted below the structure.

### RNase III cleavage impacts mRNA transcript degradation rates.

The expansion of known RNase III cleavage sites allowed us to examine the effect of RNase III cleavage on transcript decay. Overall, our observations can be grouped into four mechanisms of regulation mediated by RNase III: (i) destabilization of the transcript; (ii) stabilization of the transcript; (iii) degradation of transcripts encoding leader peptides involved in transcriptional attenuation; and (iv) processing that mimics transcription from an alternate promoter. 

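Decay was measured in 27 regions around the sites and genes the paper names. A half-life with an R2 of at least 0.7 was obtained in all 27 for the *rnc* deletion mutant and in 16 for WT replicate A. In 11 regions, under 10% of the bases could be fitted in WT replicate A. The slope of log10(mutant/WT replicate A) over 6 time points gave an exact permutation p under 0.05 in 13 regions, and 10 stayed under 0.05 after Benjamini-Hochberg adjustment over the 27. Coverage fell more slowly in the mutant in 5 of the 13 (*aceE*, *aceF*, *lpd*, *pheS*, and *pheT*) and faster in 8. Of these 8, *proP*, *dctA*, *sdhCD*, and *yhhQ* had no half-life in WT replicate A, whose coverage there was 257, 402, 669, and 535% of time zero at 7.5 min. In WT replicate B, the half-life from 0 and 7.5 min was shorter than in WT replicate A in all 18 regions where both could be fitted, with a median ratio of 0.464. Over the whole genome, the strain by time interaction was fitted with limma to 1530 windows of 500 bp, using log2(normalized coverage + 1) in 14 libraries. No window had an adjusted p under 0.05 (0 of 1530), and 81 had an unadjusted p under 0.05. In simulated data with the residual SD of these libraries, the same fit recovered 0 of 200 changed windows. Without WT replicate A, 826 windows passed, 824 of them slower in the mutant. Without WT replicate B, 198 passed, 175 of them faster in the mutant. With the culture as a replicate block, 5 passed.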

We found that in 10 of the 18 putative sites highlighted in Table 1, RNase III cleavage events led to destabilization of WT transcripts compared to *rnc* deletion mutant transcripts. For example, the half-life of the WT *aceEF* transcript was ~3 min and the half-life of this transcript in *rnc* deletion mutant was ~5 min (Fig. 5). This is the same as the pattern seen with known RNase III cleavage sites such as* pnp* (13), where half-lives were shorter in the WT than in the *rnc* deletion mutant. 

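The *aceE* window lay downstream of the site at 122961 (123261 to 125261). Its median half-life was 2.62 min in WT replicate A and 4.82 min in the *rnc* deletion mutant, a ratio of 1.84 (two-sided exact permutation test of the slope difference over 720 pairings, p = 0.0167, and 0.0488 after Benjamini-Hochberg adjustment over 27 regions). For the *aceF* window (125961 to 127461), the half-lives were 3.33 and 5.78 min (exact p = 0.00139, the smallest that the pairings allow, and 0.0075 after adjustment). At 7.5 min, *aceE* kept 8.83% of its time-zero coverage in WT replicate A, 1.53% in WT replicate B, and 52.8% in the mutant. From 0 and 7.5 min alone, the *aceE* half-life was 2.20 min in WT replicate A, 1.24 min in WT replicate B, and 8.13 min in the mutant, so the mutant lay above both WT replicates. The paper gives the shorter half-life in the WT as an example of destabilization by RNase III cleavage.

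**Figure D4:**
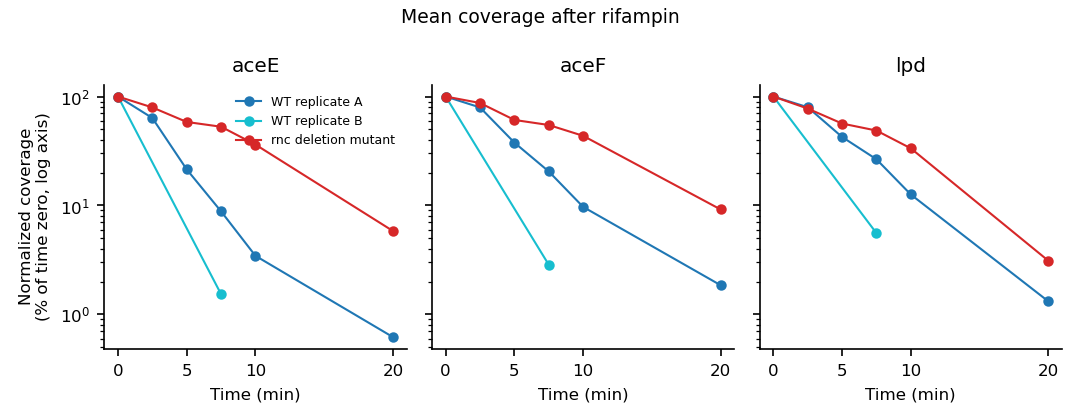
Normalized mean coverage (percent of time zero, log axis) over time (min) in the *aceE*, *aceF*, and *lpd* windows, for WT replicate A (blue), WT replicate B (cyan), and the *rnc* deletion mutant (red), each point being 1 library. At 7.5 min *aceE* stood at 52.8% in the mutant and at 8.83 and 1.53% in the WT replicates.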

Other RNase III cleavage sites following this pattern included those near *tnaC*, *dctA*, *pheM*, *sdhC*, *yhhQ*, *glpT*, *aceK*, *gluQ*, and* proP* (Fig. S3A to I). 

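Downstream of the *pheM* site, the half-life was 3.20 min in WT replicate A and 6.99 min in the mutant in the *pheS* window (1797978 to 1798978; exact permutation test, p = 0.0292, and 0.0656 after Benjamini-Hochberg adjustment). In the regions by the sites near *tnaA*, *dctA*, *sdhCD*, *yhhQ*, *glpT*, *aceK*, *gluQ*, and *proP*, none of the bases had a half-life in WT replicate A. In the mutant, their half-lives were between 2.63 min (*glpT*) and 3.90 min (*gluQ*). The slope of log10(mutant/WT replicate A) in these 8 regions was below 0, that is, relative to time zero the coverage fell faster in the mutant. The exact permutation p of the slope was 0.00694 for *proP*, 0.00417 for *dctA*, 0.0417 for *sdhCD*, and 0.0181 for *yhhQ*, and it was 0.0833 or more for the other 4. After Benjamini-Hochberg adjustment over 27 regions, the exact p was 0.0268 for *proP*, 0.0188 for *dctA*, 0.0865 for *sdhCD*, and 0.0488 for *yhhQ*. In *sdhCD*, the exact p was 0.0958 with total scaling. In *aceK*, it was 0.0167 without the 20-min sample and 0.0208 with the local background subtracted, and in *gluQ* it was 0.0458 with that subtraction. The subtraction was chosen after the data were seen. In *tnaA* and *glpT*, the exact p stayed above 0.05 in every alternative. WT replicate A had a raised background at 7.5 and 10 min. In *proP*, its coverage rose from 2.29 at time zero to 11.2 at 7.5 min, where the local background was 4.95. The half-life in WT replicate B, from 0 and 7.5 min, was shorter than in the mutant in *tnaA* (3.04 against 4.83 min), *glpT* (1.20 against 2.02 min), and *dctA* (2.17 against 2.32 min), and longer in the other regions. These WT replicate B values rest on few reads per base and on its block factor of 5.65 at 7.5 min. The 3.04 min in *tnaA*, also found in the *hisL* leader, is what an unchanged read number gives. They cannot be read as measured decay.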

One cleavage site that we identified, *proP*, has been previously described but only under conditions where *proP* was transcribed from the osmoregulated P1 promoter (34). 

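At the *proP* position of Table 1 (4330944), the mutant had 992 reads at time zero, and WT replicates A and B had 15 and 12. The ratio was 66.1 over WT replicate A and 82.7 over WT replicate B. With a pseudocount of 1 it was 62.1 and 76.4. At 2.5 min, the mutant had 1136 reads at this base.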

Here, we identified this cleavage site in exponentially growing cells, highlighting that this cleavage event also occurs without the presence of osmotic stress. The steady-state *proP* transcript levels in this study agreed with what was previously described, showing an increase in abundance in the *rnc* mutant compared to the WT. 

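In the *proP* region beginning at 4330944, the mean time-zero coverage was 2.29 in WT replicate A, 2.02 in WT replicate B, and 101 in the *rnc* deletion mutant. The log2 ratio of mutant to WT, scaled to total coverage outside rRNA and with a pseudocount of 1, was 5.05, with an SD of 0.09 between the WT replicates. It was 5.06 with the local background subtracted. There was 1 mutant library, so the ratio has no replicate check on that side.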

Our data also support their conclusion that cleavage of the *proP* transcript by RNase III leads to degradation and a shorter half-life compared to uncut transcript.

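The half-life in the *proP* region was 3.30 min in the mutant. No base of the region had a half-life in WT replicate A, whose coverage relative to time zero was 55.2% at 2.5 min, 45.9% at 5 min, 257% at 7.5 min, 146% at 10 min, and 41.8% at 20 min. In WT replicate B, the half-life from 0 and 7.5 min was 6.04 min, and in the mutant from the same times it was 4.17 min. The WT replicate B value rests on few reads per base and on its block factor of 5.65, and *gluQ* had the same 6.04 min. The slope of log10(mutant/WT replicate A) was −0.0823 per min (two-sided exact permutation test, p = 0.00694, adjusted 0.0268), and without the 20-min sample the exact p was 0.0833.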

10.1128/mBio.00128-17.3 FIG S3  Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for *tnaC*, *dctA*, *pheM*, *sdhC*, *yhhQ*, *glpT*, *aceK*, *gluQ*, *and proP* transcripts (a to i). All transcripts in the WT seemed to be degraded more quickly than in the *rnc* deletion mutant. We hypothesize that the half-lives could not be calculated for several transcripts in the WT because the degradation happened very rapidly. Download FIG S3, PDF file, 1.7 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 5:**
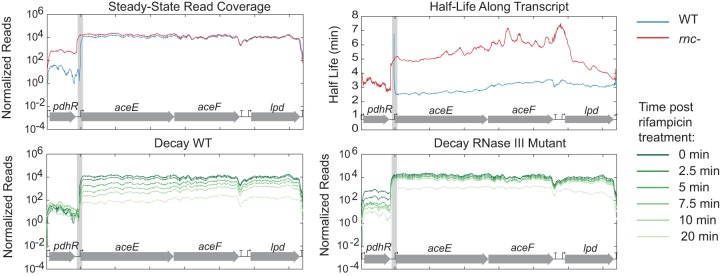
Read coverage and decay near novel RNase III cleavage site *aceEF* that shows increased degradation after RNase III cleavage and stabilization in the *rnc* deletion mutant. Normalized read coverage is displayed along the coordinates of the *E. coli* genome. Degradation throughout time is shown for both the WT and the *rnc* deletion mutant, with time zero minutes shown in dark green and lighter green at 20 min. Half-lives in both the WT strain and the *rnc* deletion mutant were calculated and displayed only when the *R*^2^ value was ≥0.7. The cleavage site is identified with a gray box.

In contrast, we also identified examples where RNase III processing had no impact on transcript stability (e.g., upstream of *ndh*; Fig. S4) or led to an increased half-life of the resulting secondary transcript. 

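Downstream of the site at 1166043, in the *ndh* window (1166243 to 1167243), the half-life was 2.99 min in WT replicate A and 3.02 min in the *rnc* deletion mutant (two-sided exact permutation test of the slope difference, p = 0.971, adjusted 0.992). From 0 and 7.5 min it was 2.55 min in WT replicate A, 1.85 min in WT replicate B, and 2.35 min in the mutant, so the mutant lay between the WT replicates. With normalization to total coverage outside rRNA in the place of the stable blocks, the ratio of the half-lives was 1.46 in the place of 1.01, and the exact p of the slope difference was 0.00278. At time zero, the coverage was 97.6 and 75.3 in the WT replicates and 30.3 in the mutant, a log2 ratio of −1.44 (SD 0.26 between the WT replicates).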

For example, we observed that RNase III cleavage at a site between *pflB* and *pflA* led to stabilization of the *pflB* transcript in the WT compared to *rnc* deletion mutant (~5.5 min for the WT and ~3.5 min for the *rnc* deletion mutant). 

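In the *pflB* window, upstream of the site at 951147 (951447 to 952447), the half-life was 5.47 min in WT replicate A and 3.43 min in the mutant, a ratio of 0.63 (two-sided exact permutation test of the slope difference, p = 0.00139, the smallest that 720 pairings allow, and 0.0075 after Benjamini-Hochberg adjustment). WT replicate B did not share this direction. From 0 and 7.5 min, its half-life was 2.23 min, against 5.04 min in WT replicate A and 3.44 min in the mutant, and with WT replicate B as the WT the ratio was 1.54. WT replicate B had the shorter half-life in all 18 regions where both WT replicates could be fitted, so this reversal cannot be read as specific to *pflB*. In the *pflA* window (950447 to 951047), the half-lives were 5.18 and 5.01 min (exact p = 0.992, adjusted 0.992), with 47.8% of the bases fitted in WT replicate A. At time zero, *pflB* coverage was 309 and 246 in the WT replicates and 104 in the mutant, a log2 ratio of −1.37 (SD 0.23).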

The cleavage site is located very close to the promoter region of *pflA* (Fig. 6A). The transcription likely originated upstream, presumably from the promoter in front of *pflB*, and proceeded through a strong rho-independent terminator (35). The cleavage event at the 3′ end of the *pflB* transcript may serve to ensure the separation of the RNAs encoding *pflB* and *pflA* and may mimic the event seen with the transcript formed from the promoter preceding *pflA*. Similarly, cleavage at a site between *ahpC* and *ahpF* stabilizes the *ahpC* transcript (~14-min half-life in the WT strain and ~6-min half-life in *rnc* deletion mutant) (Fig. 6B) while not changing the stability of *ahpF*. 

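In the *ahpC* window, upstream of the site at 639695 (638995 to 639395), the half-life was 12.5 min in WT replicate A and 5.87 min in the mutant, a ratio of 0.47 (two-sided exact permutation test of the slope difference, p = 0.00139, the smallest that 720 pairings allow, adjusted 0.0075). With total scaling the exact p was 0.0625. In WT replicate B, the half-life from 0 and 7.5 min was 7.57 min, against 20.6 min in WT replicate A and 10.8 min in the mutant, so the mutant lay between the WT replicates. In the *ahpF* window, downstream of the site (639895 to 640895), the half-lives were 4.81 and 5.23 min over all time points (exact p = 0.799, adjusted 0.863). Without the 20-min sample they were 3.22 and 8.52 min (exact p = 0.117), and from 0 and 7.5 min they were 2.73 min in WT replicate A, 1.66 min in WT replicate B, and 9.62 min in the mutant. At time zero, the log2 ratio of mutant to WT was 0.08 (SD 0.03) in *ahpC* and 3.41 (SD 0.27) in *ahpF*.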

Additionally, cleavage at a site in the 5′ UTR of *yajQ* stabilizes the transcript in the WT relative to the *rnc* deletion mutant (~6 min for the WT and ~3 min for the *rnc* deletion mutant) (Fig. S5). 

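In the *yajQ* window (444673 to 445073), beside the site at 444573, the half-life was 6.34 min in WT replicate A and 3.53 min in the mutant, a ratio of 0.56 (two-sided exact permutation test of the slope difference, p = 0.00139, the smallest that 720 pairings allow, adjusted 0.0075). From 0 and 7.5 min, it was 3.97 min in WT replicate A, 2.00 min in WT replicate B, and 2.99 min in the mutant. With WT replicate B as the WT, the ratio of the half-lives was 1.76, with the same limit as in *pflB*. At time zero, the coverage was 180 and 130 in the WT replicates and 56.0 in the mutant, a log2 ratio of −1.40 (SD 0.33).

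**Figure D5:**
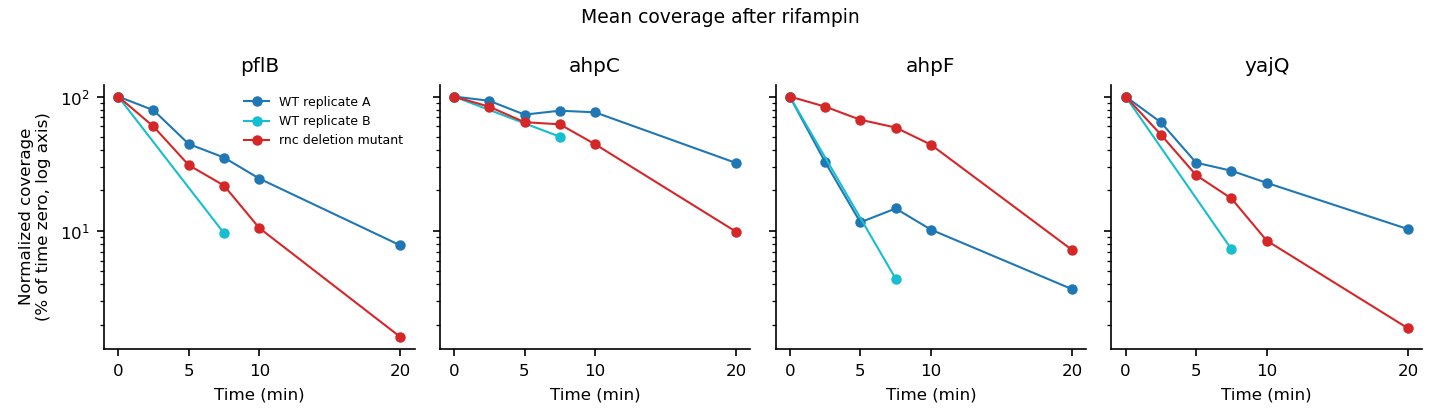
Normalized mean coverage (percent of time zero, log axis) over time (min) in the *pflB*, *ahpC*, *ahpF*, and *yajQ* windows, for WT replicate A (blue), WT replicate B (cyan), and the *rnc* deletion mutant (red), each point being 1 library. In *pflB* at 7.5 min, the mutant stood at 21.8%, between WT replicate A at 35.2% and WT replicate B at 9.61%.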

Only the stability of *yajQ* was affected, but it is possible that *panE* might be influenced by this cleavage event. 

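On the *panE* side of the site (443873 to 444473), coverage was low, at 6.01 and 4.16 in the WT replicates and 9.14 in the mutant at time zero. No base had a half-life in WT replicate A, and the half-life in the mutant was 3.42 min. The slope of log10(mutant/WT replicate A) gave an exact permutation p of 0.114 (adjusted 0.171), and 0.0292 with the local background subtracted, a setting chosen after the data were seen. From 0 and 7.5 min, the half-life was 9.67 min in WT replicate A, 1.64 min in WT replicate B, and 2.22 min in the mutant.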

Due to the complementary nature of these hairpins, very similar structures could form from transcript of the plus strand that encodes *yajQ* and the minus strand that encodes *panE* (Fig. 4).

10.1128/mBio.00128-17.4 FIG S4  Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for the *ndh* transcript. There was no difference in half-life between the WT strain and *rnc* deletion mutant. Download FIG S4, EPS file, 2.1 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00128-17.5 FIG S5  Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for *yajQ* and *panE* transcripts. Due to the lack of stranded RNA-seq data, we were unable to determine if the dip in coverage was resulting from processing of the *yajQ* transcript on the positive strand or the *panE* transcript on the negative strand. There was a difference only in the half-life of the *yajQ* transcript. Download FIG S5, EPS file, 1.7 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 6:**
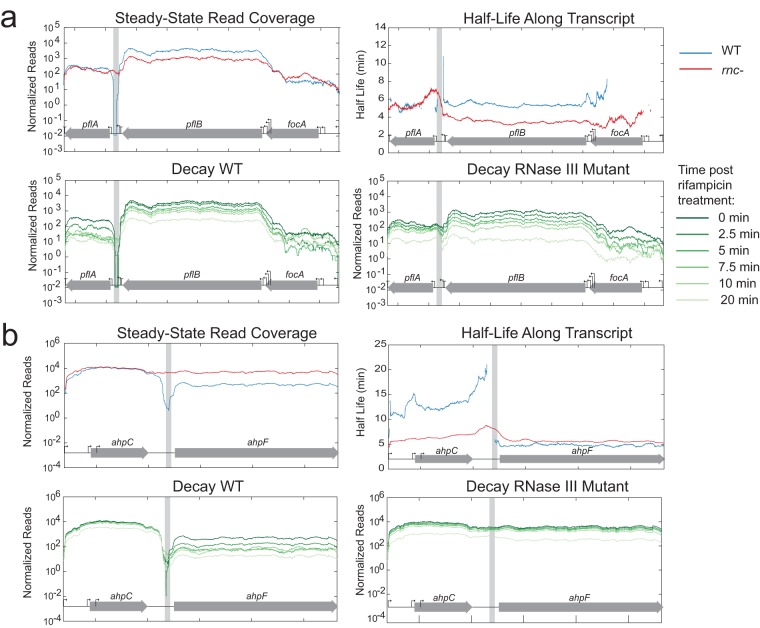
Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for *pflBA* (a) and *ahpFC* (b) transcripts that show increased stability in the WT.

### RNase III-mediated processing of transcripts encoding attenuation-sensing peptides.

The placement of several RNase III cleavage sites may indicate additional levels of regulation. Two genes containing verified novel RNase III cleavage sites, *hisL* and *pheM*, are regulated by transcription attenuation. *hisL* and *pheM* encode short peptides with an abundance of histidine and phenylalanine, respectively (36, 37). There are a series of stem loops that partially overlap these peptides that can form two alternate structures; one leading to termination and the other leading to transcription of the downstream genes encoding histidine biosynthesis genes or phenylalanyl-tRNA synthetase genes. In the case of *hisL*, we observed an increased amount of this leader transcript in the *rnc* deletion mutant strain compared to the WT (Fig. 7). 

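In the 101 bases of the *hisL* leader from 2090031 to 2090131, the mean time-zero coverage was 0.28 in WT replicate A, 0.41 in WT replicate B, and 25.5 in the *rnc* deletion mutant. The log2 ratio, scaled to total coverage outside rRNA and with a pseudocount of 1, was 4.32, with an SD of 0.09 between the WT replicates. The pseudocount of 1 is above both WT values, and with a pseudocount of 0.1 the log2 ratio was 5.89. Downstream, in the *hisG* window (2090231 to 2090931), the coverage was 2.47 and 2.63 in the WT replicates and 3.54 in the mutant, a log2 ratio of 0.38 (SD 0.05). It was −0.17 with the local background subtracted, a setting chosen after the data were seen. The paper states that RNase III initiates decay of the terminated leader (Fig. 7).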

Using 5′ RACE on *in vitro* cleavage reactions, we found that this site overlapped with the E:F termination structure (38). An RNase III cleavage site was also identified in the *pheM* transcriptional attenuation structure (Fig. 8). Using 5′ RACE, we identified several different cleavage products with ends located within the termination structure. Unlike the *hisL* results, the leader structure did not accumulate in the *rnc* deletion mutant. Instead, degradation around this site resembled that of the well-known cleavage site 5′ of *pnp* (Fig. 2) where RNase III cleavage leads to degradation of the downstream message.

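At the *pheM* site (1799278), the mutant had 3196 reads at time zero, against 5 and 4 in WT replicates A and B. On the *rplT* side of the site (1799478 to 1799778), the mean coverage was 2573 and 1936 in the WT replicates and 3025 in the mutant. In the *pheS* window it was 125, 95.4, and 306, a log2 ratio of 1.51 (SD 0.27 between the WT replicates). In the *pheT* window it was 210, 169, and 336, a log2 ratio of 0.86 (SD 0.22).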

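In the *pheT* window (1795778 to 1797278), the half-life was 3.76 min in WT replicate A and 7.74 min in the mutant (two-sided exact permutation test of the slope difference, p = 0.0153, and 0.0488 after Benjamini-Hochberg adjustment over 27 regions). The ratio of the half-lives was 2.06 in *pheT* and 2.19 in *pheS*, against 1.36 in the *pnp* window. On the other side of the site, in *rplT*, the half-life was 8.52 min in WT replicate A and 6.26 min in the mutant (exact p = 0.00139, the smallest that 720 pairings allow, adjusted 0.0075). With WT replicate B as the WT, the ratio in *rplT* was 2.75, the opposite direction, with the same limit as in *pflB*. The slope difference in *rplT*, −0.0128 per min, also turned with total scaling (0.00843 per min, exact p = 0.0528) and without normalization (0.00528 per min, exact p = 0.103), and with the first stable block alone the exact p was 0.229.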

**FIG 7:**
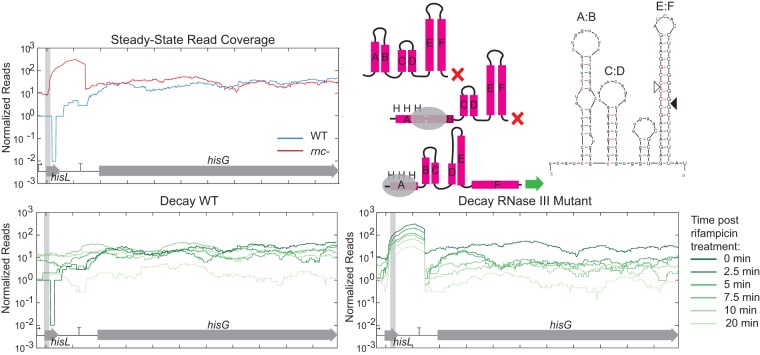
RNase III initiates decay of terminated *hisL* leader transcript. Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for *hisL* are shown in addition to the predicted secondary structures of the termination and attenuation structures. The verified RNase III cleavage site is indicated with a filled triangle.

**FIG 8:**
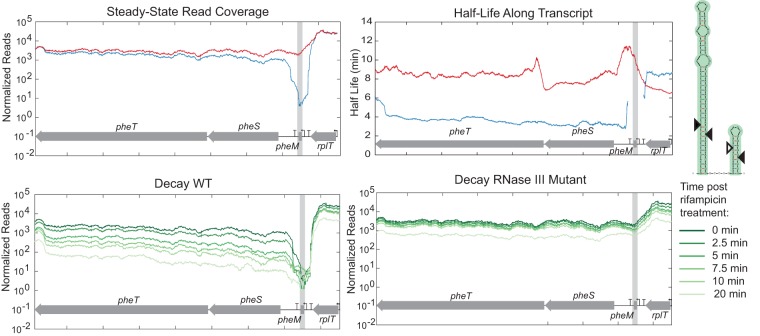
RNase III initiates decay of terminated *pheM* leader transcript. Steady-state read coverage and decay throughout time in the WT strain and *rnc* deletion mutant for *pheM* are shown in addition to the predicted secondary structure of the termination structure. The verified RNase III cleavage site is indicated with a filled triangle.

### RNase III activity affects a key metabolic node: pyruvate dehydrogenase.

Many of the novel target sites identified in this study are linked to genes encoding metabolic enzymes. For instance, we observed a significant difference in the half-life values of the *aceE-aceF-lpd* transcript, encoding the multisubunit pyruvate dehydrogenase complex (PDH), between the WT and *rnc* deletion mutant strains. 

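The exact permutation p of the slope difference between the *rnc* deletion mutant and WT replicate A was 0.0167 in *aceE*, 0.00139 in *aceF*, and 0.0236 in *lpd*. After Benjamini-Hochberg adjustment over 27 regions, these became 0.0488, 0.0075, and 0.058, so *lpd* no longer passed 0.05. With the second stable block alone, the exact p in *lpd* was 0.104, and in the other alternatives that enter the test it was at most 0.0444 before adjustment. In the *lpd* window (128461 to 129461), the half-life was 3.11 min in WT replicate A and 4.00 min in the mutant, a ratio of 1.29. From 0 and 7.5 min, the *lpd* half-life was 3.91 min in WT replicate A, 1.83 min in WT replicate B, and 7.04 min in the mutant. The tests pair time points of 1 culture per strain and do not measure the spread between cultures.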

Given the critical role of pyruvate dehydrogenase, we examined the differences in PDH activity in the WT strain and *rnc* deletion mutant. Samples were taken from the WT and *rnc* deletion mutant grown in LB medium (with 50 μg/ml thymine) and M9 medium (with 50 μg/ml thymine, 0.4% glucose, and 0.2% Casamino Acids) during the exponential, early stationary, and late stationary phases. PDH activity was measured in a coupled enzymatic assay by monitoring pyruvate-dependent NADH formation in cell lysates. Increases in PDH activity were seen for the *rnc* deletion mutant during the early stationary phase but not during the exponential or late stationary phase (Fig. 9). RNase III processing of the *aceE-aceF-lpd* transcript could be responsible for altering PDH activity, presumably by altering the stability and abundance of the transcript (as shown in Fig. 5).

**FIG 9:**
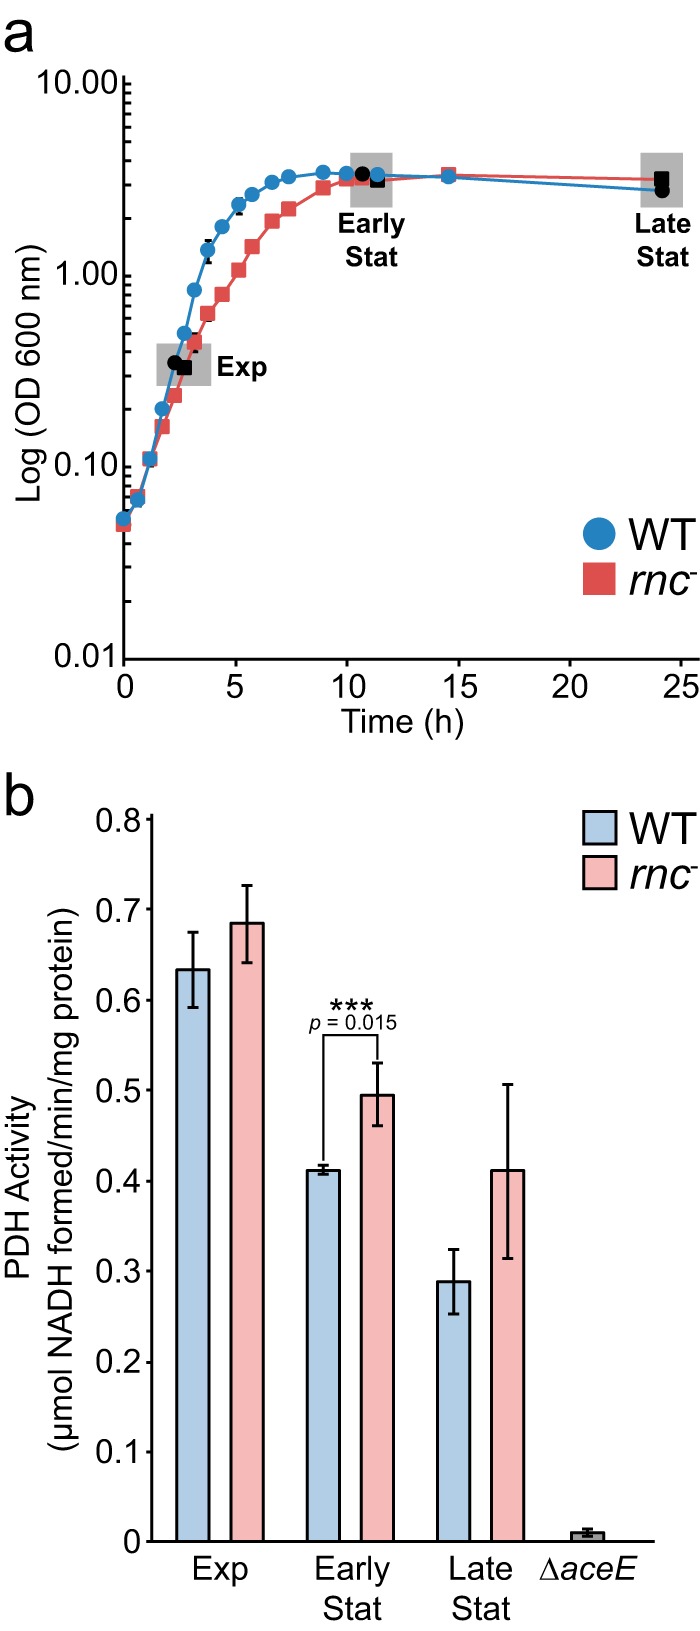
Pyruvate dehydrogenase activity in WT strain and *rnc* deletion mutant crude cell lysates. (a) Growth of MG1693 and *rnc* deletion mutant in LB medium supplemented with thymine (50 µg/ml). Cells were harvested during exponential (Exp), early stationary (Early Stat), and late stationary (Late Stat) growth for enzyme assays. (b) Pyruvate dehydrogenase (PDH) activity was measured spectroscopically as pyruvate-dependent NADH formation using lysates extracted from cells harvested at different growth phases. Lysates from a Δ*aceE* strain (JW0110-2; Keio Collection), grown to stationary phase in M9 minimal medium supplemented with glucose (0.2%) and acetate (0.1%), were used as a negative control because they lack PDH activity. Values represent means of results from three biological replicates, and error bars indicate ± standard deviations (SD) (***, *P* < 0.05 [Students *t* test, two-tailed]).

## DISCUSSION

### Mechanisms of RNase III-mediated regulation.

In addition to confirming known sites, our data identified 11 novel RNase III sites verified by *in vitro* cleavage assays. Together, the RNase III sites can be grouped into four mechanisms of regulation. First, cleavage by RNase III in the 5′ UTR can decrease mRNA abundance of protein-coding transcripts via a decrease in the half-life of the downstream message. Previously known examples of this phenomenon include *rnc*, *pnp*, and *metY*. Here, we found similar degradation patterns near* aceEF*, *proP*, *tnaC*, *dctA*, *pheM*, *hisL*, *sdhC*, *yhhQ*, *glpT*, *aceK*, and *gluQ*. For several of these transcripts (*proP*, *dctA*, *tnaC*, *sdhC*, *yhhQ*, *glpT*, *aceK*, and *gluQ*), we hypothesize that the degradation was rapid because there was no decrease in read coverage throughout the time course and the transcript abundance was low. 

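At time zero, the mean coverage of the *proP*, *dctA*, *tnaA*, *sdhCD*, *yhhQ*, *glpT*, *aceK*, and *gluQ* regions in WT replicate A was between 0.23 (*glpT*) and 2.29 (*proP*). In the mutant it was between 6.96 (*aceK*) and 101 (*proP*). The log2 ratio of mutant to WT was lowest in *aceK* (2.55, SD 0.18 between the WT replicates) and highest in *tnaA* (5.71, SD 0.03), on a scale with a pseudocount of 1 that understates ratios over low WT coverage. In WT replicate A, *dctA* coverage relative to time zero was 65.5% at 2.5 min, 38.5% at 5 min, 402% at 7.5 min, 235% at 10 min, and 56.8% at 20 min. The coverage there at 7.5 min was 6.64, where the local background of that library was 4.97. From the low abundance without a decrease over the time course, the paper proposes that these transcripts decayed before the first sample.

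**Figure D6:**
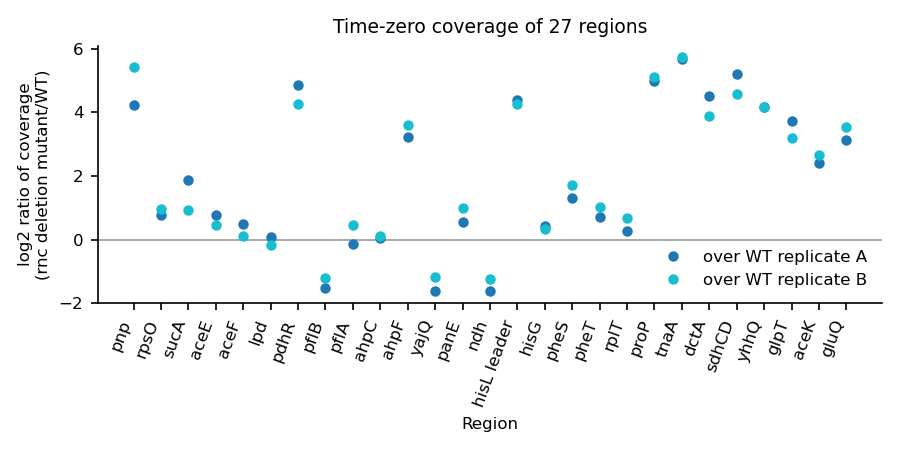
Log2 ratio of mean time-zero coverage in the *rnc* deletion mutant to that in WT replicate A (blue) and WT replicate B (cyan) in 27 regions (horizontal axis), with a pseudocount of 1. The highest mean of the points is that of *tnaA* (5.71), and both points of *pflB*, *yajQ*, and *ndh* lie below 0, at means of −1.37, −1.40, and −1.44.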

We suspect that rapid decay occurred during the 3.5 min between rifampin addition and the initial sampling. Rapid transcript degradation following RNase III cleavage has been explained by the loss of *cis*-acting stabilizing elements—e.g., hairpins at the 5′ end of transcripts blocking RNase E activity (39) or hairpins at the 3′ end of transcripts blocking exonucleases polynucleotide phosphorylase (*pnp*) and RNase II (40). Alternatively, RNase III can inactivate transcripts by cleaving within coding regions (e.g., *nirB* [27], *arfA* [41], and *mltD* [42]). In this study, we found no verified novel sites within coding regions.

Second, RNase III can lead to increased mRNA abundance and/or expression of target genes. For instance, RNase III cleavage removes occlusion of the RBS controlling expression of alcohol dehydrogenase (*adhE*) (16). 

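In the *ahpF* window (639895 to 640895), the half-life was 4.81 min in WT replicate A and 5.23 min in the mutant (exact permutation test, p = 0.799, adjusted 0.863), and from 0 and 7.5 min it was 2.73 min in WT replicate A, 1.66 min in WT replicate B, and 9.62 min in the mutant. In *pflB* and *yajQ* it was longer in WT replicate A, by 5.47 to 3.43 min and by 6.34 to 3.53 min (exact p = 0.00139 and adjusted 0.0075 for each). In WT replicate B, whose half-lives rest on 0 and 7.5 min alone, *pflB* and *yajQ* had 2.23 and 2.00 min. Half-lives in WT replicate B were shorter than in WT replicate A in all 18 regions where both could be fitted.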

In the case of *ahpF*, *pflB*, and *yajQ*, novel sites identified in this study, there is an increase in stability of the processed transcript compared to the unprocessed transcript. We propose that these cleavage events leave stabilizing hairpins that protect secondary transcripts from degradation. Increased stability of RNase III-cleaved transcripts could be due to creation or placement of new stabilizing structures that impede further RNA turnover—e.g., placement of hairpins 3′ of *pflB* and *ahpC* to block exonucleases and 5′ of *yajO* that could slow RNase E processing (see Fig. S6 in the supplemental material). The importance of this novel mode of regulation is highlighted by the functions of the encoded proteins. AhpC and AhpF are located in the same operon and encode the subunits of alkyl hydroperoxide reductase, where AhpC forms a decameric ring and interacts with an AhpF dimer (43). Proper regulation and stoichiometry of these two genes transcribed in a single operon may be critical because they are among the most highly abundant proteins in the cell (44, 45). Another transcript that showed increased stability upon RNase III cleavage was pyruvate formate lyase (PflB), which is central to anaerobic metabolism. Together, these examples show that RNase III cleavage events can lead to both positive and negative regulation of gene expression.

10.1128/mBio.00128-17.6 FIG S6  Predicted secondary structure of transcripts following RNase III cleavage. Cleavage events at the 3′ end of the *pflB* and *ahpC* transcripts favor the formation of long hairpins at the 3′ end (Mfold [33]). Cleavage at the 5′ end of the *yajQ* transcript results in a transcript with a predicted hairpin at the 5′ end. Download FIG S6, EPS file, 1.7 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Third, we observed two novel cleavage sites within transcripts known to be involved in transcriptional attenuation (*hisL* and *pheM*). Here, formation of an RNA secondary structure leads to termination of the leader transcript that would otherwise read through the terminator and transcribe downstream genes. We pinpointed the *hisL* and *pheM* cleavage sites to these known secondary structures. Therefore, we hypothesize that after the attenuation mechanism terminates the leader transcript or continues transcription based on the concentration of charged tRNAs, RNase III is involved in recycling the terminated leader transcript. We observed a buildup of the *hisL* leader transcript in the RNase III mutant (Fig. 7) but not the *pheM* leader transcripts (Fig. 8). Instead, the *pheM* transcript resembled that of other cleavage sites where the downstream transcript decayed more rapidly. We hypothesize that RNase III does help turn over *pheM* leader transcripts, but under the growth conditions in which cells were harvested for RNA-seq, the major transcript was the read-through and not the attenuated transcript.

Fourth, we observed cleavage sites in several untranslated regions that produce products that are nearly identical to those produced by an alternative promoter. There is one published example of RNase III cleaving the *metY-nusA-infB* resulting in the downstream transcript resembling a transcript that originated from the internal P2 promoter (46). Two of our verified novel RNase III cleavage sites, near *aceEF* and *pflBA*, are also located very close to promoters. Both of the predicted hairpins contain the −35 site, −10 site, and transcription start site (TSS). These hairpin structures would form only from a transcript that began before the previous gene. In the case of *aceEF*, this cleavage event results in a downstream transcript that is identical to the mapped TSS of this promoter (47). RNase III cleavage of the *pflBA* transcript leads to the downstream transcript having a single additional “A” at the 5′ end compared to a transcript that would have originated from the promoter preceding *pflA* (48). It is possible that these previously described promoters identified by 5′ end mapping were actually the result of an RNase III processing event instead of the activity of a true promoter, but sequence elements with high similarity to σ^70^ promoters support the conclusion that these are true promoters.

We compared these novel RNase III cleavage sites to the consensus sequence (49) by identifying the proximal, middle, and distal boxes for the sites where we determined the cleavage site. None of these sequences perfectly matched the consensus sequence, but the *aceEF* site matched all but the third position of the proximal box (U-A instead of A-U). All other structures contained some similarities to the consensus sequence, but no striking pattern was observed. It remains to be seen whether the double-stranded structure is the more important recognition factor facilitating RNase III cleavage.

### RNase III alters metabolic activity.

RNase III-mediated regulation can have a significant impact on metabolism. Here, we observed and verified a cleavage site upstream of *aceE*, *aceF*, and *lpd*, genes encoding pyruvate dehydrogenase (PDH), and a site upstream of *pflB*, encoding pyruvate formate lyase. We observed an increase in the *aceEF-lpd* transcript levels in the RNase III mutant (Fig. 5) and observed that RNase III cleavage led to a reduction in PDH activity only during early stationary phase and not exponential or late stationary phase. These data are in agreement with a recent quantitative proteomics study that reported that an increase in growth rate led to increased AceE levels (50). 

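At time zero, the mean coverage in the *aceE* window was 1147 in WT replicate A, 1445 in WT replicate B, and 1930 in the *rnc* deletion mutant, a log2 ratio of 0.61 (SD 0.24 between the WT replicates). In the *aceF* window it was 1025, 1340, and 1411, a log2 ratio of 0.30 (SD 0.27). In the *lpd* window it was 928, 1110, and 956, a log2 ratio of −0.06 (SD 0.18), within the spread of the WT replicates. With median-of-ratios scaling, the log2 ratio was 0.19 in *aceE*, −0.12 in *aceF*, and −0.48 in *lpd*. Scaled by the 3 stable blocks, a setting chosen after the data were seen, it was 1.01, 0.70, and 0.34. The enzyme activity of these strains was not analysed here.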

Based on the lower growth rate of the *rnc* deletion mutant (Fig. 9a), a reduction in AceE levels might be expected, but we observed instead an increase in activity, transcript levels, and transcript half-life. Additionally, transcript levels of *aceE* have been shown to decrease significantly upon entry into stationary phase (51), and even if this reduction occurs in both the WT and the *rnc* deletion mutant, the observed increase in the half-life of *aceEF-lpd* (~5 min compared to ~3 min) could explain the observed increase in PDH activity in early stationary phase in the *rnc* deletion mutant. The effect of these processing events on transcripts encoding metabolic enzymes is complex because, although RNase III is known to be constitutively expressed (and autoregulates its own mRNA decay [29]), its activity has been shown to be affected by a protein inhibitor as well as by other, unknown factors (5).

These new findings complement prior work that demonstrated that RNase III cleavage affected expression of central metabolic enzymes, including alcohol dehydrogenase (*adhE*), oxoglutarate dehydrogenase, and succinate dehydrogenase (*sdhCDAB*-*sucABCD*). This connection between ribonucleases and metabolic activity is not unprecedented. RNase E (*rne*) deletion mutants were unable to grow on M9 media with glucose without yeast extract or a mixture of amino acids, which indicated a defect in the connection between the glycolytic and tricarboxylic acid (TCA) pathways in *rne* deletion mutants (52). This was explained by a drastic decrease in phosphoenolpyruvate carboxylase production. We observed a similar growth defect when the *rnc* deletion mutant was grown in M9 media with glucose, but this growth defect could be rescued by adding 0.2% Casamino Acids (data not shown). Both RNase E and RNase III are involved in the regulation of enzymes that connect glycolysis and the TCA cycle (52) (Fig. 10). In addition to these two examples, there are a significant number of examples of how ribonucleases regulate metabolic enzymes via RNA stability and other mechanisms. RNase R has been shown to hydrolyze the *prpBCDE* operon encoding enzymes in the 2-methylcitrate pathway enabling propionate degradation under oxic but not anoxic conditions (53). Additional support for the link between RNases and central metabolism includes the presence of the degradosome where the key glycolytic enzyme enolase complexes with RNase E (54). RNase G has also been associated with the degradation of the enolase transcript (*eno*) as well as the alcohol dehydrogenase transcript (*adhE*) (55). Other metabolic enzymes that were profoundly affected by deletion of RNase G included phosphoglucose isomerase (*pgi*), glucokinase (*glk*), and triosephosphate isomerase (*tpiA*) (56). Other links between RNA metabolism and central metabolism include the ability of citrate to bind PNPase and act as either an allosteric regulator stimulating PNPase activity or an inhibitor in binding the catalytic site, causing significant effects on central metabolism (57).

**FIG 10:**
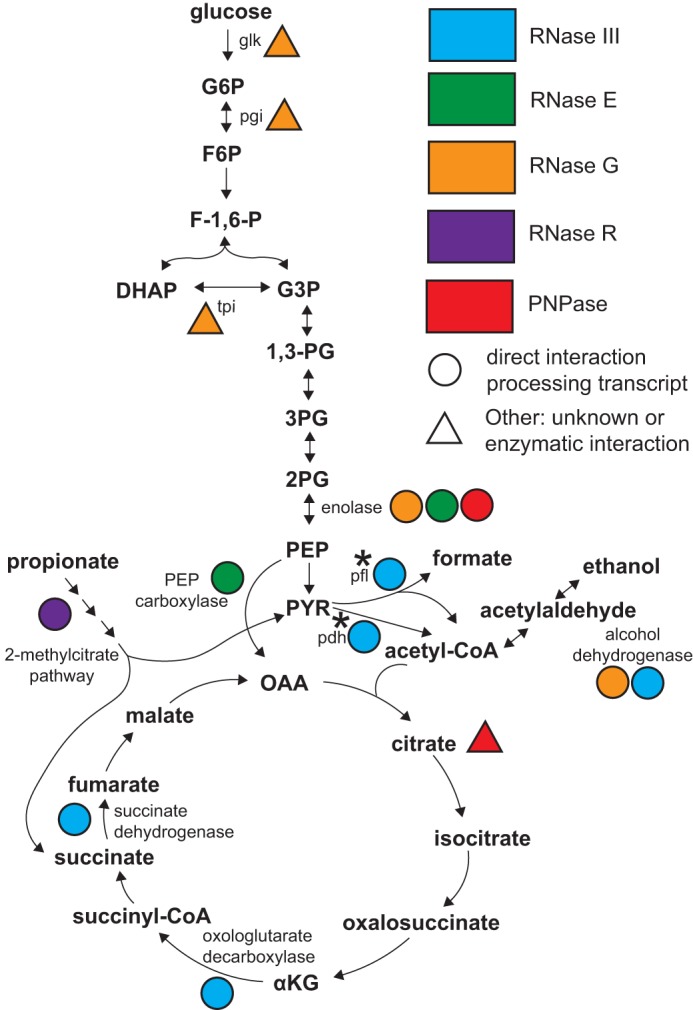
Influence of RNase activity on central metabolism. Circles indicate that the correspondingly colored RNase acts directly on the transcript encoding that enzyme (blue, RNase III; green, RNase E; orange, RNase G; purple, RNase R; red, PNPase). Colored triangles indicate that a particular RNase influences the abundance and activity of the enzyme via an unknown or indirect method. Triangles near metabolic intermediates indicate interactions of metabolites with RNases that influence RNase activity. A star indicates regulation identified in this study. Abbreviations: pgi, phosphoglucose isomerase; tpi, triosephosphate isomerase; pfl, pyruvate formate lyase; pdh, pyruvate dehydrogenase; G6P, glucose 6-phosphate; F6P, fructose 6-phosphate; F-1,6-P, fructose 1,6-bisphosphate; DHAP, dihydroxyacetone phosphate; G3P, glyceraldehyde 3-phosphate; 1,3-PG, 1,3-bisphosphoglycerate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate; PYR, pyruvate; αKG, alpha-ketoglutarate.

RNA sequencing has proved to be a useful tool for identifying RNase cleavage sites and can hopefully be used to better understand RNase activity and specificity so that a more thorough picture of RNA turnover can be developed. We have identified novel RNase III cleavage sites in *E. coli* and describe four modes of regulation. Two of these novel cleavage sites may affect the abundance of key metabolic enzymes, suggesting that ribonucleases may play an underappreciated role in ensuring proper regulation of central metabolic enzymes.

## MATERIALS AND METHODS

### Sample collection.

We identified cleavage sites of RNase III by collecting and sequencing RNA from both an RNase III mutant (SK4455; *rnc*-*14*::ΔTn*10 thyA715 rph-1*) (27) and the parental strain (MG1693; *thyA715 rph-1*) from which the RNase III mutant was derived (58). Samples from exponentially growing cells (lysogeny broth; 37°C with shaking) were harvested after the addition of rifampin (250 μg/ml) to stop nascent transcription and quenched with stop solution (10% phenol–ethanol). The first time point in the experiment was 3.5 min after addition of the antibiotic to give time for the diffusion of rifampin into the cells and binding of the antibiotic to RNA polymerase. This sample was called the 0-min sample, and further samples were taken from wild-type *E. coli* and the RNase III mutant at 2.5, 5, 7.5, 10, and 20 min. A partial biological replicate of the wild type was taken (at 0, 2.5, and 7.5 min) to examine the reproducibility between samples.

### RNA isolation and RNA sequencing.

Total RNA was extracted and DNase treated according to published protocols (59) and submitted to the University of Wisconsin (UW) Biotech Center, where EpiCentre Ribo-Zero Gram-negative ribosomal RNA reduction kits were used to remove rRNA from 2.5 μg of total RNA. A total of 15 libraries were prepared (TruSeq RNA Library Prep) (2 × 100 bp) and sequenced at the UW DNA sequencing facility using a HiSeq 2500 system (Illumina). For all 15 samples, there were between 14 and 23 million reads, with the average Phred score above 35. Adapters were trimmed using cutadapt, and reads were aligned to the genome (NC_000913.3) using bwa 0.7.7. SAMtools was used to index and sort aligned reads. The Integrated Genomics Viewer (IGV) was used to visualize data (28). The number of reads that aligned to each position of the genome was calculated using the count function of IGV tools with the window size set to 1. Normalization factors were calculated as the average of data from three stable genes (*ssrA*, *ssrS*, and *rnpB*) and used to normalize successive time points to the time zero sample. Bases without any aligned reads were given a pseudocount of 0.01 for the purpose of calculating the ratio of the number of reads from the *rnc* deletion mutant to the number of reads from the WT. Half-life values were calculated by fitting the equation *A* = 10^−kt^, where the read coverage at time zero had to be greater than 1 read. The half-life was calculated only when the *R*^2^ value of the regression line was greater than or equal to 0.7 using the equation *t*_1/2_ = log(0.5)/*k*.

### Expression and purification of *E. coli* RNase III.

Hexahistidine-tagged RNase III derived from *E. coli* MG1655 was expressed and purified as previously described (60). Briefly, specific primers (RNase III.F and RNase III.R) were used to amplify the coding sequence of RNase III from *Escherichia coli* MG1655 genomic DNA using Phusion High-Fidelity DNA polymerase (New England Biolabs) and the resulting fragment was cloned into a BamHI/NdeI fragment of pET28b+ using Gibson assembly (61) to generate the pET28b-His-RNase III vector for expression in BL21 cells.

For expression, colonies from a fresh plate of BL21 cells transformed with pET28b-His-*rnc* were precultured in 5 ml of LB and transferred into 250 ml of prewarmed LB medium supplemented with kanamycin (Kan) (50 mg/liter) in a 1-liter baffled flask and grown at 37°C with shaking (250 rpm). Protein expression was induced with IPTG (isopropyl-β-d-thiogalactopyranoside) (1 mM final concentration) when the cells reached an optical density (OD) at 600 nm of 0.3 to 0.4. Cells were harvested by centrifugation (6,000 rpm, 10 min, 4°C, JA.10 rotor) after ~4 h of induction, aspirated, and stored at −20°C until affinity purification was performed.

Cells were suspended in 30 ml ice-cold buffer A (500 mM NaCl, 20 mM Tris-HCl, pH 7.9)–5 mM imidazole and sonicated on a Fisher Scientific Sonic Dismembrator (model 500) for 4 min (30 s on, 40 s off; small tip, 50% power) on ice. The clarified lysate and insoluble pellet fractions were harvested following centrifugation at 6,000 × *g* (JA14.5 rotor) for 20 min at 4°C. The pellet was washed in buffer A–5 mM imidazole, solubilized in buffer A–6 M urea for 3 h at 4°C, and centrifuged at 10,000 × *g* (JA14.5 rotor) for 15 min at 4°C. The 6 M urea supernatant was applied to a 5-ml HisTrap (GE Healthcare Life Sciences) column preequilibrated in buffer A–5 mM imidazole and was then washed with 10 column volumes of buffer A–5 mM imidazole and 6 column volumes of buffer A–60 mM imidazole. The protein was eluted with buffer containing 1 M NaCl, 400 mM imidazole, and 20 mM Tris-HCl (pH 7.9) (elution fraction 1, 5 ml; elution fraction 2, 5 ml; elution fraction 3, 5 ml; elution fraction 4, 15 ml). Elution fractions 2 and 3 were pooled, placed in a 12-ml Slide-A-Lyzer cassette (Life Technologies, Inc.) (molecular weight cutoff [MWCO], 10), dialyzed against 2 liters of buffer (1 M NaCl, 400 mM imidazole, 60 mM Tris-HCl, pH 7.9) at 4°C for 2 h, and then dialyzed against 2 liters of the same buffer but without imidazole. The sample was then dialyzed against buffer (1 M NaCl, 60 mM Tris-HCl [pH 7.9], 1 mM EDTA, 1 mM dithiothreitol [DTT]) for 16 h at 4°C. The protein was concentrated (Amicon; Millipore) (MWCO, 10) to ~1.5 mg/ml as estimated by absorbance at 280 nm (ε = 14,440 M^−1^ cm^−1^). Proteins were resolved by SDS-PAGE (Any kD Mini-Protein protein gel; Bio-Rad) and stained with GelCode Blue (Themo Scientific) (see Fig. S7 in the supplemental material). The purity of the protein was estimated to be ~90% based on densitometry. The purified protein (0.77 mg/ml) was stored in aliquots at −20°C in 50% (vol/vol) glycerol–0.5 M NaCl–30 mM Tris-HCl (pH 7.9)–0.5 mM EDTA–0.5 mM DTT until use.

10.1128/mBio.00128-17.7 FIG S7  Purification of *E. coli* RNase III by immobilized metal affinity chromatography. Download FIG S7, EPS file, 1.9 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### *In vitro* RNA cleavage assays.

DNA primers were designed to amplify regions surrounding potential cleavage sites, with the forward primer containing the T7 promoter at the 5′ end of the primer. All oligonucelotides are listed in Table S2 in the supplemental material. DNA was amplified with Phusion High-Fidelity DNA polymerase (New England Biolabs), and product size was verified on a 1% DNA agarose gel. PCR products were purified by ethanol precipitation, and RNA was transcribed with a T7 RiboMAX Express large-scale RNA production system (Promega). RNA was quantified with a Qubit 2.0 Fluorometer using an RNA HS assay kit (Thermo Fisher Scientific). Five micrograms of RNA was briefly heated at 100°C for 30 s before being placed on ice. RNA was diluted in cleavage reaction buffer (30 mM Tris [pH 8], 160 mM NaCl, 0.1 mM EDTA, 0.1 mM DTT) for a total reaction volume of 100 μl. Ten microliters was removed before the addition of 0.70 μg His-RNase III and before the addition of MgCl_2_. Cleavage was initiated with addition of 10 mM (final concentration) MgCl_2_ and placed at 37°C for 15 min. Reactions were quenched by addition of EDTA at 40 mM (final concentration) in 2× urea sample loading buffer (Bio-Rad catalog no. 1610768). RNA was run on a 5% polyacrylamide 8 M urea gel and visualized with ethidium bromide (Fisher Scientific catalog no. BP1302-10).

10.1128/mBio.00128-17.9 TABLE S2  Primers used in this study. Download TABLE S2, XLSX file, 0.03 MB. Copyright © 2017 Gordon et al. 2017 Gordon et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

5′ RACE was performed on 70 μl of the *in vitro* cleavage reaction mixtures. Reactions were stopped with addition of 40 mM EDTA (final concentration), and RNA was extracted with a phenol-chloroform and ethanol precipitation. cDNA was transcribed with Promega’s GoScript reverse-transcription kit (A5001) using gene-specific primers according to the manufacturer’s instructions. cDNA was purified using a QIAquick PCR purification kit (Qiagen catalog no. 28106). A 1 pM volume of PCR product was tailed with either dCTP or dGTP using terminal deoxynucleotidyl transferase (Thermo Fisher Scientific catalog no. EP0161). Products were PCR purified, and 1 μl was used as the template in a 40-μl PCR mixture using GoTaq Green master mix (Promega M712) containing the gene-specific primer and a primer designed to bind the tailed 5′ end. PCR products were purified and sequenced (Functional Biosciences, Madison, WI). Some cleavage reactions yielded a mixture of products, so these mixtures were subcloned using a pGEM-T vector system (Promega A3600).

### Pyruvate dehydrogenase assay.

Plates (LB plus 50 μg/ml thymine) inoculated with frozen glycerol stocks from SK4455 (*rnc* deletion mutant) and the parental line (WT; MG1693) were grown overnight at 37°C. Single colonies from plates were used to inoculate preculture tubes containing 5 ml of growth medium (LB plus 50 µg/ml thymine or M9 minimal medium containing 0.4% glucose, 0.2% Casamino Acids, and 50 µg/ml thymine), and the resulting cultures were grown overnight at 37°C with shaking at ~200 rpm. Overnight cultures were diluted to an OD at 600 nm of 0.05 in 50 ml prewarmed media (LB plus 50 µg/ml thymine or M9 minimal medium containing 0.4% glucose, 0.2% Casamino Acids, and 50 µg/ml thymine) in 250-ml baffled shake flasks and grown at 37°C with shaking at 250 rpm. Samples were collected (~3.3 ml/OD at 600 nm) at specific time points (log, early stationary, and late stationary growth) by centrifugation (FX6100 rotor; Beckman) (5,000 × g, 5 min, 4°C). Samples were aspirated, washed in 1 ml 25 mM phosphate buffer (pH 8.0), and centrifuged again at 5,000 × g, and the pellets were stored at −20°C.

Pyruvate dehydrogenase activity was measured in crude cellular lysates using an NADH-linked spectrophotometric assay as previously described (62). Briefly, frozen cell pellets were resuspended in 1 ml of buffer (50 mM potassium phosphate buffer [pH 8.0], 2 mM phenylmethylsulfonyl fluoride [PMSF]) on ice and then sonicated (Fisher Scientific Sonic Dismembrator Model 500) using the small tip (40% power, 1 s on, 10 s off, 1.5 min total). Clarified lysates were harvested following centrifugation at 16,100 × *g* for 15 min at 4°C (Eppendorf microcentrifuge), and the protein concentration was determined by comparison to calibrated bovine serum albumin standards (Fisher) using Bradford reagent (Sigma). For PDH activity analyses, crude extract was added to a reaction mixture (1 ml total) containing thymine pyrophosphate (0.2 mM), coenzyme A (CoA) (0.1 mM), MgCl_2_ ⋅ 6H_2_O (1 mM), dithiothreitol (0.3 mM), NAD^+^ (2.5 mM), and bovine serum albumin (100 µg/ml). The reaction was performed at room temperature (23°C) and was initiated by the addition of pyruvate (5 mM). The pyruvate-dependent reduction of NAD^+^ was monitored at 340 nm as a function of time (ε = 6,220 M^−1^ cm^−1^), and the enzyme activity is reported as micromoles of NADH produced per minute per milligram of protein.

### Accession number(s).

Raw sequencing files as well as read counts per base in each sample have been submitted to the NCBI GEO repository and can be found with GenBank accession number GSE95318.

## References

[1] PyB, CaustonH, MuddEA, HigginsCF 1994 A protein complex mediating mRNA degradation in *Escherichia coli*. Mol Microbiol 14:717–729. doi:10.1111/j.1365-2958.1994.tb01309.x.7891559

[2] CommichauFM, RotheFM, HerzbergC, WagnerE, HellwigD, Lehnik-HabrinkM, HammerE, VölkerU, StülkeJ 2009 Novel activities of glycolytic enzymes in *Bacillus subtilis*: interactions with essential proteins involved in mRNA processing. Mol Cell Proteomics 8:1350–1360. doi:10.1074/mcp.M800546-MCP200.19193632PMC2690492

[3] HuiMP, FoleyPL, BelascoJG 2014 Messenger RNA degradation in bacterial cells. Annu Rev Genet 48:537–559. doi:10.1146/annurev-genet-120213-092340.25292357PMC4431577

[4] LeeK, ZhanX, GaoJ, QiuJ, FengY, MeganathanR, CohenSN, GeorgiouG 2003 RraA: a protein inhibitor of RNase E activity that globally modulates RNA abundance in *E. coli*. Cell 114:623–634. doi:10.1016/j.cell.2003.08.003.13678585

[5] KimKS, ManasherobR, CohenSN 2008 YmdB: a stress-responsive ribonuclease-binding regulator of *E. coli* RNase III activity. Genes Dev 22:3497–3508. doi:10.1101/gad.1729508.19141481PMC2607070

[6] NicholsonAW 1999 Function, mechanism and regulation of bacterial ribonucleases. FEMS Microbiol Rev 23:371–390. doi:10.1111/j.1574-6976.1999.tb00405.x.10371039

[7] CourtDL 1993 RNA processing and degradation by RNase III, 71–116. *In* BelascoJ, BrawermanG (ed), Control of messenger RNA stability. Academic Press, Inc., New York, NY.

[8] SchlessingerD, OnoM, NikolaevN, SilengoL 1974 Accumulation of 30S preribosomal ribonucleic acid in an *Escherichia coli* mutant treated with chloramphenicol. Biochemistry 13:4268–4271. doi:10.1021/bi00718a004.4606170

[9] KingTC, SirdeshmukhR, SchlessingerD 1984 RNase III cleavage is obligate for maturation but not for function of *Escherichia coli* pre-23S rRNA. Proc Natl Acad Sci U S A 81:185–188. doi:10.1073/pnas.81.1.185.6364133PMC344635

[10] YoungRA, SteitzJA 1978 Complementary sequences 1700 nucleotides apart form a ribonuclease III cleavage site in *Escherichia coli* ribosomal precursor RNA. Proc Natl Acad Sci U S A 75:3593–3597. doi:10.1073/pnas.75.8.3593.358189PMC392831

[11] CourtDL, GanJ, LiangYH, ShawGX, TropeaJE, CostantinoN, WaughDS, JiX 2013 RNase III: genetics and function; structure and mechanism. Annu Rev Genet 47:405–431. doi:10.1146/annurev-genet-110711-155618.24274754PMC6311387

[12] DurandS, GiletL, CondonC 2012 The essential function of *B. subtilis* RNase III is to silence foreign toxin genes. PLoS Genet 8:e1003181. doi:10.1371/journal.pgen.1003181.23300471PMC3531473

[13] MatsunagaJ, SimonsEL, SimonsRW 1996 RNase III autoregulation: structure and function of *rncO*, the posttranscriptional “operator”. RNA 2:1228–1240.8972772PMC1369450

[14] BardwellJCA, RégnierP, ChenSM, NakamuraY, GrunbergMM, CourtDL 1989 Autoregulation of RNase III operon by mRNA processing. EMBO J 8:3401–3407.258310410.1002/j.1460-2075.1989.tb08504.xPMC401487

[15] RégnierP, PortierC 1986 Initiation, attenuation and RNase III processing of transcripts from the *Escherichia coli* operon encoding ribosomal protein S15 and polynucleotide phosphorylase. J Mol Biol 187:23–32. doi:10.1016/0022-2836(86)90403-1.3007765

[16] AristarkhovA, MikulskisA, BelascoJG, LinECC 1996 Translation of the adhE transcript to produce ethanol dehydrogenase requires RNase III cleavage in Escherichia coli. J Bacteriol 178:4327–4332. doi:10.1128/jb.178.14.4327-4332.1996.8763968PMC178197

[17] AltuviaS, Locker-GiladiH, KobyS, Ben-NunO, OppenheimAB 1987 RNase III stimulates the translation of the *cIII* gene of bacteriophage lambda. Proc Natl Acad Sci U S A 84:6511–6515. doi:10.1073/pnas.84.18.6511.2957696PMC299107

[18] PlunkettGGIII, EcholsH 1989 Retroregulation of the bacteriophage lambda int gene: limited secondary degradation of the RNase III-processed transcript. J Bacteriol 171:588–592. doi:10.1128/jb.171.1.588-592.1989.2521618PMC209629

[19] SteegeDA, ConeKC, QueenC, RosenbergM 1987 Bacteriophage lambda *N* gene leader RNA. RNA processing and translational initiation signals. J Biol Chem 262:17651–17658.2961741

[20] DunnJJ, StudierFW 1973 T7 early RNAs and *Escherichia coli* ribosomal RNAs are cut from large precursor RNAs *in* *vivo* by ribonuclease 3. Proc Natl Acad Sci U S A 70:3296–3300. doi:10.1073/pnas.70.12.3296.4587248PMC427223

[21] MajumderHK, BishayeeS, ChakrabortyPR, MaitraU 1977 Ribonuclease III cleavage of bacteriophage T3RNA polymerase transcripts to late T3 mRNAs. Proc Natl Acad Sci U S A 74:4891–4894. doi:10.1073/pnas.74.11.4891.337303PMC432062

[22] DeltchevaE, ChylinskiK, SharmaCM, GonzalesK, ChaoY, PirzadaZA, EckertMR, VogelJ, CharpentierE 2011 CRISPR RNA maturation by trans-encoded small RNA and host factor RNase III. Nature 471:602–607. doi:10.1038/nature09886.21455174PMC3070239

[23] BlombergP, WagnerEG, NordströmK 1990 Control of replication of plasmid R1: the duplex between the antisense RNA, CopA, and its target, CopT, is processed specifically *in* *vivo* and *in vitro* by RNase III. EMBO J 9:2331–2340.169412810.1002/j.1460-2075.1990.tb07405.xPMC551961

[24] BernsteinE, CaudyAA, HammondSM, HannonGJ 2001 Role for a bidentate ribonuclease in the initiation step of RNA interference. Nature 409:363–366. doi:10.1038/35053110.11201747

[25] LeeY, AhnC, HanJ, ChoiH, KimJ, YimJ, LeeJ, ProvostP, RådmarkO, KimS, KimVN 2003 The nuclear RNase III Drosha initiates microRNA processing. Nature 425:415–419. doi:10.1038/nature01957.14508493

[26] DriderD, CondonC 2004 The continuing story of endoribonuclease III. J Mol Microbiol Biotechnol 8:195–200. doi:10.1159/000086700.16179796

[27] SteadMB, MarshburnS, MohantyBK, MitraJ, Pena CastilloLP, RayD, Van BakelH, HughesTR, KushnerSR 2011 Analysis of *Escherichia coli* RNase E and RNase III activity *in* *vivo* using tiling microarrays. Nucleic Acids Res 39:3188–3203. doi:10.1093/nar/gkq1242.21149258PMC3082872

[28] RobinsonJT, ThorvaldsdóttirH, WincklerW, GuttmanM, LanderES, GetzG, MesirovJP 2011 Integrative genomics viewer. Nat Biotechnol 29:24–26. doi:10.1038/nbt.1754.21221095PMC3346182

[29] MatsunagaJ, SimonsEL, SimonsRW 1997 *Escherichia coli* RNase III (*rnc*) autoregulation occurs independently of *rnc* gene translation. Mol Microbiol 26:1125–1135. doi:10.1046/j.1365-2958.1997.6652007.x.9426147

[30] TakataR, IzuharaM, HoriK 1989 Differential degradation of the *Escherichia coli* polynucleotide phosphorylase mRNA. Nucleic Acids Res 17:7441–7451. doi:10.1093/nar/17.18.7441.2477797PMC334822

[31] PortierC, DondonL, Grunberg-ManagoM, RégnierP 1987 The first step in the functional inactivation of the *Escherichia coli* polynucleotide phosphorylase is a ribonuclease III processing at the 5′ end. EMBO J 6:2165–2170.330845410.1002/j.1460-2075.1987.tb02484.xPMC553609

[32] LybeckerM, ZimmermannB, BilusicI, TukhtubaevaN, SchroederR 2014 The double-stranded transcriptome of *Escherichia coli*. Proc Natl Acad Sci U S A 111:3134–3139.2445321210.1073/pnas.1315974111PMC3939876

[33] ZukerM 2003 Mfold web server for nucleic acid folding and hybridization prediction. Nucleic Acids Res 31:3406–3415. doi:10.1093/nar/gkg595.12824337PMC169194

[34] LimB, LeeK 2015 Stability of the osmoregulated promoter-derived *proP* mRNA is posttranscriptionally regulated by RNase III in *Escherichia coli*. J Bacteriol 197:1297–1305. doi:10.1128/JB.02460-14.25645556PMC4352664

[35] SawersG, BöckA 1989 Novel transcriptional control of the pyruvate-lyase gene: upstream regulatory sequences and multiple promoters regular anaerobic expression. J Bacteriol 171:2485–2498. doi:10.1128/jb.171.5.2485-2498.1989.2651404PMC209925

[36] FrunzioR, BruniCB, BlasiF 1981 *In vivo* and *in vitro* detection of the leader RNA of the histidine operon of *Escherichia coli* K-12. Proc Natl Acad Sci USA 78:2767–2771. doi:10.1073/pnas.78.5.2767.6166940PMC319438

[37] TrudelM, SpringerM, GraffeM, FayatG, BlanquetS, Grunberg-ManagoM 1984 Regulation of *E. coli* phenylalanyl-tRNA synthetase operon *in* *vivo*. Biochim Biophys Acta 782:10–17.642651810.1016/0167-4781(84)90100-3

[38] BlasiF, BruniCB 1981 Regulation of the histidine operon: translation-controlled transcription termination (A mechanism common to several biosynthetic operons). Curr Top Cell Regul 19:1–45. doi:10.1016/B978-0-12-152819-5.50018-X.6277571

[39] EmorySA, BouvetP, BelascoJG 1992 A 5′-terminal stem-loop structure can stabilize mRNA in *Escherichia coli*. Genes Dev 6:135–148. doi:10.1101/gad.6.1.135.1370426

[40] CoburnGA, MackieGA 1996 Overexpression, purification, and properties of *Escherichia coli* ribonuclease II. J Biol Chem 271:1048–1053. doi:10.1074/jbc.271.2.1048.8557629

[41] Garza-SánchezF, SchaubRE, JanssenBD, HayesCS 2011 tmRNA regulates synthesis of the ArfA ribosome rescue factor. Mol Microbiol 80:1204–1219. doi:10.1111/j.1365-2958.2011.07638.x.21435036PMC3103599

[42] LimB, AhnS, SimM, LeeK 2014 RNase III controls *mltD* mRNA degradation in *Escherichia coli*. Curr Microbiol 68:518–523. doi:10.1007/s00284-013-0504-5.24343175

[43] DipPV, KamariahN, Subramanian ManimekalaiMS, NarteyW, BalakrishnaAM, EisenhaberF, EisenhaberB, GrüberG 2014 Structure, mechanism and ensemble formation of the alkylhydroperoxide reductase subunits AhpC and AhpF from *Escherichia coli*. Acta Crystallogr D Biol Crystallogr 70:2848–2862. doi:10.1107/S1399004714019233.25372677

[44] IshihamaY, SchmidtT, RappsilberJ, MannM, HartlFU, KernerMJ, FrishmanD 2008 Protein abundance profiling of the *Escherichia coli* cytosol. BMC Genomics 9:102. doi:10.1186/1471-2164-9-102.18304323PMC2292177

[45] LinkAJ, RobisonK, ChurchGM 1997 Comparing the predicted and observed properties of proteins encoded in the genome of *Escherichia coli* K-12. Electrophoresis 18:1259–1313. doi:10.1002/elps.1150180807.9298646

[46] RégnierP, Grunberg-ManagoM 1989 Cleavage by RNase III in the transcripts of the *metY-nusA-infB* operon of *Escherichia coli* releases the tRNA and initiates the decay of the downstream mRNA. J Mol Biol 210:293–302. doi:10.1016/0022-2836(89)90331-8.2481042

[47] OlveraL, Mendoza-VargasA, FloresN, OlveraM, SigalaJC, GossetG, MorettE, BolívarF 2009 Transcription analysis of central metabolism genes in *Escherichia coli*. Possible roles of σ38 in their expression, as a response to carbon limitation. PLoS One 4:e7466.1983829510.1371/journal.pone.0007466PMC2759082

[48] SauterM, SawersRG 1990 Transcriptional analysis of the gene encoding pyruvate formate-lyase-activating enzyme of *Escherichia coli*. Mol Microbiol 4:355–363. doi:10.1111/j.1365-2958.1990.tb00603.x.2192229

[49] PertzevAV, NicholsonAW 2006 Characterization of RNA sequence determinants and antideterminants of processing reactivity for a minimal substrate of *Escherichia coli* ribonuclease III. Nucleic Acids Res 34:3708–3721. doi:10.1093/nar/gkl459.16896014PMC1540722

[50] SchmidtA, KochanowskiK, VedelaarS, AhrnéE, VolkmerB, CallipoL, KnoopsK, BauerM, AebersoldR, HeinemannM 2016 The quantitative and condition-dependent *Escherichia coli* proteome. Nat Biotechnol 34:104–110. doi:10.1038/nbt.3418.26641532PMC4888949

[51] LiZ, NimtzM, RinasU 2014 The metabolic potential of *Escherichia coli* BL21 in defined and rich medium. Microb Cell Fact 13:45. doi:10.1186/1475-2859-13-45.24656150PMC4021462

[52] TamuraM, MooreCJ, CohenSN 2013 Nutrient dependence of RNase E essentiality in *Escherichia coli*. J Bacteriol 195:1133–1141. doi:10.1128/JB.01558-12.23275245PMC3591997

[53] SimonteFM, DötschA, GalegoL, ArraianoC, GescherJ 2017 Investigation on the anaerobic propionate degradation by Escherichia coli K12. Mol Microbiol 103:55–66. doi:10.1111/mmi.13541.27671713

[54] MiczakA, KaberdinVR, WeiCL, Lin-ChaoS 1996 Proteins associated with RNase E in a multicomponent ribonucleolytic complex. Proc Natl Acad Sci U S A 93:3865–3869. doi:10.1073/pnas.93.9.3865.8632981PMC39450

[55] KagaN, UmitsukiG, NagaiK, WachiM 2002 RNase G-dependent degradation of the eno mRNA encoding a glycolysis enzyme enolase in *Escherichia coli*. Biosci Biotechnol Biochem 66:2216–2220. doi:10.1271/bbb.66.2216.12450135

[56] LeeK, BernsteinJA, CohenSN 2002 RNase G complementation of *rne* null mutation identifies functional interrelationships with RNase E in *Escherichia coli*. Mol Microbiol 43:1445–1456. doi:10.1046/j.1365-2958.2002.02848.x.11952897

[57] NurmohamedS, VincentHA, TitmanCM, ChandranV, PearsMR, DuD, GriffinJL, CallaghanAJ, LuisiBF 2011 Polynucleotide phosphorylase activity may be modulated by metabolites in *Escherichia coli*. J Biol Chem 286:14315–14323. doi:10.1074/jbc.M110.200741.21324911PMC3077632

[58] BachmannBJ, LowKB 1980 Linkage map of Escherichia coli K-12, edition 6. Microbiol Rev 44:1–56.699772010.1128/mr.44.1.1-56.1980PMC373233

[59] KhodurskyA, BernsteinJ, PeterB, RhodiusV, WendischV, ZimmerD 2003 Escherichia coli spotted double-strand DNA microarrays: RNA extraction, labeling, hybridization, quality control, and data management. Methods Mol Biol 224:61–78.1271066610.1385/1-59259-364-X:61

[60] AmarasingheAK, Calin-JagemanI, HarmouchA, SunW, NicholsonAW 2001 *Escherichia coli* ribonuclease III: affinity purification of hexahistidine-tagged enzyme and assays for substrate binding and cleavage. Methods Enzymol 342:143–158. doi:10.1016/S0076-6879(01)42542-0.11586889

[61] GibsonDG, YoungL, ChuangRY, VenterJCIII, HutchisonCA, SmithHO 2009 Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat Methods 6:343–345. doi:10.1038/nmeth.1318.19363495

[62] KimY, IngramLO, ShanmugamKT 2008 Dihydrolipoamide dehydrogenase mutation alters the NADH sensitivity of pyruvate dehydrogenase complex of *Escherichia coli* K-12. J Bacteriol 190:3851–3858. doi:10.1128/JB.00104-08.18375566PMC2395023

[63] SongW, KimYH, SimSH, HwangS, LeeJH, LeeY, BaeJ, HwangJ, LeeK 2014 Antibiotic stress-induced modulation of the endoribonucleolytic activity of RNase III and RNase G confers resistance to aminoglycoside antibiotics in *Escherichia coli*. Nucleic Acids Res 42:4669–4681. doi:10.1093/nar/gku093.24489121PMC3985665

[64] CunninghamL, GuestJR 1998 Transcription and transcript processing in the *sdh**CDAB-sucABCD* operon of *Escherichia coli*. Microbiology 144:2113–2123. doi:10.1099/00221287-144-8-2113.9720032

[65] BarryG, SquiresC, SquiresCL 1980 Attenuation and processing of RNA from the *rplJL*—*rpoBC* transcription unit of *Escherichia coli*. Proc Natl Acad Sci U S A 77:3331–3335. doi:10.1073/pnas.77.6.3331.6158044PMC349609

[66] DowningWL, SullivanSL, GottesmanME, DennisPP 1990 Sequence and transcriptional pattern of the essential *Escherichia coli* *secE-nusG* operon. J Bacteriol 172:1621–1627. doi:10.1128/jb.172.3.1621-1627.1990.2137819PMC208640

[67] FaubladierM, CamK, BouchéJP 1990 *Escherichia coli* cell division inhibitor DicF-RNA of the *dicB* operon. Evidence for its generation *in* *vivo* by transcription termination and by RNase III and RNase E-dependent processing. J Mol Biol 212:461–471. doi:10.1016/0022-2836(90)90325-G.1691299

[68] KavalchukK, MadhusudanS, SchnetzK 2012 RNase III initiates rapid degradation of *proU* mRNA upon hypo-osmotic stress in *Escherichia coli*. RNA Biol 9:98–109. doi:10.4161/rna.9.1.18228.22258144

[69] SimSH, YeomJH, ShinC, SongWS, ShinE, KimHM, ChaCJ, HanSH, HaNC, KimSW, HahnY, BaeJ, LeeK 2010 *Escherichia coli* ribonuclease III activity is downregulated by osmotic stress: consequences for the degradation of *bdm* mRNA in biofilm formation. Mol Microbiol 75:413–425. doi:10.1111/j.1365-2958.2009.06986.x.19943899

[70] SimM, LimB, SimSH, KimD, JungE, LeeY, LeeK 2014 Two tandem RNase III cleavage sites determine *betT* mRNA stability in response to osmotic stress in *Escherichia coli*. PLoS One 9:e100520. doi:10.1371/journal.pone.0100520.24956275PMC4067347

[71] LimB, SimSH, SimM, KimK, JeonCO, LeeY, HaNC, LeeK 2012 RNase III controls the degradation of *corA* mRNA in Escherichia coli. J Bacteriol 194:2214–2220. doi:10.1128/JB.00099-12.22343302PMC3347049

How the deposited data were processed for this re-analysis (not part of the article)

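Per-base read coverage of *E. coli* MG1693 (WT) and SK4455 (*rnc* deletion mutant) was analysed from time zero, which is 3.5 min after rifampin, to 20 min. WT replicate A and the mutant had 6 time points each, and WT replicate B was labelled 0, 2.5, and 7.5 min. The authors removed rRNA, sequenced read pairs of 100 bases, aligned them with bwa, and counted reads at each base with IGV tools, and the deposited values are this coverage signal, scaled per library, with 0.01 at bases without reads. The paper's text does not name this scaling. Read numbers were recovered by dividing by the value of 1 read, which gave whole numbers at 99.97 to 100% of the bases in the 14 libraries used and at 44.7% in the remaining one. The depth was 1238 to 2065 Mb of aligned sequence per library, and a base with few reads carries the counting error of those reads, which is the only error these numbers cover.

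The library of WT replicate B at 2.5 min held the values of WT replicate A at 20 min times a constant. It was used once, as WT replicate A at 20 min, so 14 of 15 libraries entered the work. A gene annotation was not used here. The planned gene means were therefore replaced by 27 regions placed relative to positions in Table 1 and Table S1 and, for the genome-wide fit, by windows of 500 bp. The regions were fixed before half-lives were computed but after the coverage had been looked at. The coverage of *rnc*, *tufB*, and several genes of Fig. S1 was not analysed.

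The methods normalize by *ssrA*, *ssrS*, and *rnpB*. In their place stand 3 blocks of coverage (2755601 to 2755950, 3056001 to 3056150, and 3270201 to 3270600) outside rRNA. They were taken from runs of 50-bp stretches with coverage of at least 50 at time zero that rose at least 3 times from 0 to 20 min in WT replicate A and in the mutant. Among the 5 such runs, they are the 3 with the largest rise, counting the smaller of both strains, of those with a time-zero coverage of at least 200. The rule that picked them was settled after its candidates were seen, and general knowledge of where the 3 named RNAs lie entered that choice, so it is not independent of the data. Each library was divided by the average ratio of the blocks to time zero.

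The search used the ratio, the spacing, and the pseudocount that the paper gives. The paper's text does not name the order in which neighboring bases are taken, and the order of mutant reads was set here. Bases with a mutant/WT ratio of at least 30 over each WT time-zero library, with 0.01 for bases without reads, were taken in order of mutant reads and at least 400 bp apart. Half-lives were fitted at each base by regression of log10 normalized coverage on time, with an R2 of at least 0.7 and more than 1 read at time zero, and bases whose line rises were left out of the median. WT replicate B has 2 time points, so that its fit is exact by construction. Differences between WT replicate A and the mutant were tested with a two-sided exact permutation test of the slope of log10(mutant/WT) over all 720 pairings of 6 time points, with Benjamini-Hochberg adjustment over 27 regions. The strain by time interaction in windows with coverage of at least 10 in each time-zero library was fitted with limma 3.58.1 in R 4.3.3 on log2(normalized coverage + 1), with adjustment by Benjamini-Hochberg. Time-zero ratios used coverage scaled to the total outside rRNA and a pseudocount of 1, and no test, since there is 1 mutant library.

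The sites and genes named are those the paper names with a coverage, level, or half-life statement, every site of Table 1, and the 5 largest sites of the search more than 400 bp from the 1999 sites read from Table S1. Of the limma fit, the 5 windows with the largest slope difference in each direction were to be named among those with an adjusted p under 0.05 and the same direction with each WT replicate left out, and there were 0 such windows with an adjusted p under 0.05 (81 with an unadjusted p under 0.05).

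The methods were tested on simulated data. With 200 planted sites, the search recovered 190, together with 697 other sites with a pseudocount of 0.01 and 10 with a pseudocount of 1. The planted sites had far more mutant reads than the median real site, and the simulated mutant had the background of the WT. These counts therefore do not describe a mutant library with a raised background. Over 200 simulated regions, the half-life had a median absolute error of 0.659%. These regions had high coverage and no background, so this error does not cover regions with low coverage. With 200 windows changed by 0.1 on the log2 scale per min, the limma fit called 0 of them at the residual SD of the real libraries (0.857) and 194 at an SD of 0.214, with 7 other calls. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6, and matplotlib 3.10.9. The alternatives covered the pseudocount, the ratio, the spacing, the scaling, the normalization, the R2 filter, the time points, filters on low coverage, and each WT replicate left out. Others were added after the data were seen, namely other sets of stable blocks, subtraction of the local background, the values as deposited, the mutant at 2.5 min in the search, and fits without the 7.5- and 10-min samples.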

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

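The test below was chosen only after the sites were seen. The 5 largest sites of the search that lie more than 400 bp from each of the 1999 sites read from Table S1 had more reads in the *rnc* deletion mutant than in both WT time-zero libraries. At 2756023 there were 2771 mutant reads, against 49 and 30 in WT replicates A and B. At 122459 there were 760, against 25 and 24. At 3682883 there were 574, against 9 and 18, at 3682266 there were 454, against 7 and 13, and at 2350302 there were 259, against 5 and 7. The first lies just outside the end of a block used for normalization (2755601 to 2755950). The next lies 502 bp from the site of Table 1 between *pdhR* and *aceE*, inside the *pdhR* region (122361 to 122861), whose time-zero log2 ratio of mutant to WT was 4.56. Those at 3682883 and 3682266 lie 506 and 1123 bp from the *dctA* site, the former inside the *dctA* region (3682689 to 3683289), whose log2 ratio was 4.21. The bases at 122459 and 3682883 thus belong to stretches already measured beside sites of Table 1, and the paper states that its search selected many shoulders of potential sites. The last lies 770 bp from a site of Table S1 between *inaA* and *yfaH*.

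A technical explanation is the background across the whole genome that is raised in the mutant time-zero library. If it were the cause, the difference would be lost at 2.5 min, where the mutant library has no such background. With a pseudocount of 1, the mutant/WT replicate A ratio at 2.5 min was at least 10 at 5 of the 5 sites, from 14.9 at 122459 to 371 at 2756023, so the raised background of that library does not account for them. Reads shared between near-identical stretches and differences between the single mutant culture and the WT cultures were not tested, so the sites cannot be told apart from these explanations.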

How the results depend on the processing

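Alternatives set before the data were examined and some added after the data were seen were run, and the added ones are named as such. The stable blocks and the regions themselves were chosen after the coverage had been looked at. The cause of a change was not tested unless a value below shows it.

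The search gave 3006 sites. It gave 1110 with a pseudocount of 1, 4742 with sites 200 bp apart, 1636 with 1000 bp, and 70 with at least 100 mutant reads. Across the fits that each left out a WT replicate it gave 3659 to 4630. The other alternatives stayed within 1.5 times the count, from 2096 (local background subtracted, added later) to 4377 (ratio of at least 10). Low read numbers limit the list, since most sites have under 100 mutant reads.

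The number of regions with an exact permutation p under 0.05 for the decay difference, 13 of 27, was between 11 and 17 over the 9 alternatives that enter the test. The other 5 with a test change the half-life fit alone and leave these p-values as they are, so they show no stability of the count or of a region's side of the threshold. For single genes the ratio of mutant to WT half-life moved more. Without the 20-min sample it was 3.47 in *pnp*, where the exact p fell to 0.0167, and with 0, 2.5, and 7.5 min alone it was 4.12 in *pnp* and 3.84 in *aceE*. With WT replicate B, fitted from 0 and 7.5 min, as the WT against the mutant over all time points, it was 3.00 in *pnp*, 3.87 in *aceE*, and 1.63 in *ndh*, and it was opposite to the direction with WT replicate A in *pflB* (1.54), *yajQ* (1.76), *rpsO* (1.80), *sucA* (2.77), *pflA* (4.13), *hisG* (2.56), and *rplT* (2.75). The ratio in *ahpC* stayed below 1 in the 16 alternatives that gave one, from 0.352 to 0.775. The highest is that with WT replicate B, and it does not survive matched times, since from 0 and 7.5 min in both strains the half-life was 7.57 min in WT replicate B and 10.8 min in the mutant.

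In *ndh*, whose ratio was 1.01, the ratio was 0.999 from the mean coverage, 0.983 with a line through time zero, 0.939 without 20 min, 0.923 with 0, 2.5, and 7.5 min, and 0.912 with the second stable block alone (added later). It was 1.46 with total scaling, 1.37 without normalization, and 1.06 with the third block alone (added later), and in these 3 the exact p was under 0.05. The direction also turned in *rpsO* without 20 min (1.36) and with 0, 2.5, and 7.5 min (1.67), in *sucA* with total scaling (1.15) and without normalization (1.05), and in *ahpF* with the second block alone (0.916, added later). In *pflA* it turned without 20 min (1.93), with 0, 2.5, and 7.5 min (2.21), and, in alternatives added later, with the sum of the blocks (1.03), 5 blocks (1.04), the first (1.07) or the third block alone (1.05), and the local background subtracted (1.14).

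Of 243 slope tests over 27 regions and the 9 alternatives that enter the test, 23 had the other sign, 8 kept the sign and lost an exact p under 0.05, and 12 gained it. Where no half-life ratio could be formed, the slope turned with total scaling and without normalization in *rplT* (0.00843 and 0.00528 per min), *rpsO* (0.00384 and 0.000697), and *pflA* (0.0210 and 0.0179). An exact p under 0.05 was lost in *ahpC* with total scaling (0.0625), in *proP* without 20 min (0.0833), in *sdhCD* with total scaling (0.0958), without normalization (0.0847), and with the first block alone (0.0694), in *rplT* with the first block alone (0.229) and with the third block alone (0.05), and in *lpd* with the second block alone (0.104). The single blocks were added later.

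Median-of-ratios scaling turned the time-zero log2 ratio in *aceF* (−0.12), *pflA* (−0.24), and *ahpC* (−0.34). Scaling by the 3 blocks gave 0.34 in *lpd*, and subtracting the background gave −0.17 in *hisG*, both added later. Leaving out a WT replicate gave −0.19 to 0.074 in *lpd* and −0.13 to 0.45 in *pflA*. The number of windows at least 2 times higher or lower in the mutant, 674, was 4994 without a filter, 267 with coverage of at least 10 in each library, and 955 to 1048 with a WT replicate left out. With median-of-ratios scaling, 271 windows were higher and 457 lower, where the total scaling gave 459 higher and 215 lower. With the local background subtracted (added later), 336 were higher and 326 lower, and scaled by the 3 blocks (added later), 737 and 107.

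The limma fit gave 0 of 1530 windows with an adjusted p under 0.05 and 81 with an unadjusted p under 0.05. It gave 20 windows with total scaling, 11 with median-of-ratios scaling, 5 with coverage of at least 100, 5 with the culture as a replicate block, 111 without 7.5 and 10 min (added later), and 198 to 826 with a WT replicate left out. The mutant has 1 culture, so a block separates the WT replicates and pairs no mutant culture with them. The direction turned with the replicate left out, as 175 of the 198 windows without WT replicate B fell faster in the mutant and 824 of the 826 without WT replicate A fell more slowly. In simulated data with the residual SD of these libraries, no changed window was recovered (0 of 200), so the count of 0 says little about the number of changed genes.

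Of the other alternative values, for single regions and sites, 992 kept their direction and side of the threshold or stayed within the spread of the WT replicates, 324 moved by more, 3 became weaker, and 1 became stronger. Normalization by the 3 named stable RNAs, together or one at a time, was not run, since their coordinates were not used here.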

Differences from the paper's values

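With the settings used at the claims, whose stable blocks and regions were chosen after the coverage had been looked at, no value the paper states for these measures differed by more than 1.5 times and by more than the spread of the WT replicates. Under alternatives some did. With total scaling, the WT half-life was 6.56 min in *pnp*, against the paper's 4, 12.1 min in *pflB*, against the paper's 5.5, and 17.2 min in *yajQ*, against the paper's 6. Without WT replicate A, it was 1.79 min in *pnp*, and with 0, 2.5, and 7.5 min alone the mutant half-life in *pnp* was 11.1 min, against the paper's 6. The number of sites of the search was 3006, against the paper's 2054 in Table S1. With the local background subtracted from the mutant, a setting chosen after seeing the values, it was 2096, and over the alternatives it was between 70 and 4742. The half-lives, taken from WT replicate A and the mutant, were 3.95 and 5.37 min for *pnp*, against the paper's 4 and 6, and 12.5 and 5.87 min for *ahpC*, against the paper's 14 and 6.

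The paper lists the sites near *proP*, *dctA*, *sdhC*, and *yhhQ* among those with a shorter half-life in the WT, and in its discussion proposes that these WT transcripts decayed before the first sample. After the first sample, the slope of log10(mutant/WT replicate A) was −0.0823 per min in *proP*, −0.0980 in *dctA*, −0.112 in *sdhCD*, and −0.114 in *yhhQ*. These slopes cannot be read as WT decay, since WT replicate A coverage there rose at 7.5 min. It was between 0.53 and 2.29 at time zero. Relative to that, it was 257, 402, 669, and 535% at 7.5 min, where the local background of that library was raised. Whether that background was the cause of the rise was left open. With it subtracted, a step added later and incomplete at low coverage, the slopes were −0.0802, −0.0929, −0.106, and −0.113 per min. In *tnaA*, *glpT*, *aceK*, and *gluQ* the slope was also below 0, with the same limit and exact permutation p-values from 0.0833 to 0.146. Some alternatives gave an exact p under 0.05 in *aceK* and *gluQ*.

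In WT replicate B, from 0 and 7.5 min, the half-life was shorter than in the mutant in *tnaA* (3.04 against 4.83 min), *glpT* (1.20 against 2.02 min), and *dctA* (2.17 against 2.32 min). It was longer in *proP* (6.04 against 4.17 min), *sdhCD* (1.91 against 1.72 min), *yhhQ* (4.34 against 1.58 min), *aceK* (2.34 against 1.66 min), and *gluQ* (6.04 against 1.84 min). WT replicate B coverage in these regions was at most 2.02 at time zero, and its block factor at 7.5 min was 5.65. The 3.04 min in *tnaA*, also found in the *hisL* leader, is what an unchanged read number gives with this factor. These WT replicate B half-lives cannot be read as measured decay.

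The paper states that cleavage stabilizes *pflB* and *yajQ* in the WT. With WT replicate A the half-life ratio of mutant to WT was 0.63 and 0.56, and with WT replicate B it was 1.54 and 1.76. Decay was faster in WT replicate B in all 18 regions where both WT replicates could be fitted, so this reversal does not single out these genes. The paper also gives a longer *ahpC* half-life in the WT, and from 0 and 7.5 min it was 20.6 min in WT replicate A, 7.57 min in WT replicate B, and 10.8 min in the mutant. In its discussion, the paper names *ahpF* as more stable when processed, and the *ahpF* half-life was 4.81 min in WT replicate A and 5.23 min in the mutant, and from 0 and 7.5 min 2.73 min in WT replicate A, 1.66 min in WT replicate B, and 9.62 min in the mutant. The paper states that *aceEF-lpd* levels rise in the mutant, and the log2 ratio in *lpd* was −0.06, with an SD of 0.18 between the WT replicates. It was 0.34 when scaled by the 3 stable blocks, a setting chosen after seeing the values, and 0.074 without WT replicate B. The paper states that the *lpd* half-life differs between the strains, and its exact permutation p of 0.0236 became 0.058 after adjustment over 27 regions. Table 1 lists 18 putative sites, fewer than the sentence that introduces it gives. The search gave 5 sites with 259 to 2771 mutant reads that lie more than 400 bp from every site read from Table S1. In *pnp*, the half-life was longer in the mutant, as the paper states, with a ratio from 1.16 to 4.12 over the 16 alternatives that gave one. The exact permutation p of its slope difference was 0.281, and it was 0.0167 without the 20-min sample and 0.0431 with total scaling. It was 0.0625 or more in the other alternatives that enter the test.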

Other observations

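The tests of the raised background in the search and of genomic DNA were chosen only after the result was seen. The other tests below were set before their values were computed.

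In 3 libraries, the mutant at time zero and WT replicate A at 7.5 and 10 min, nearly every base was covered: 0.0497%, 0.0112%, and 0.0225% of bases had no reads, against 2.78 to 21.0% in the other 11. A candidate explanation is genomic DNA in these libraries, although the methods include a DNase step. Such DNA would fall evenly from one place of the chromosome to the place opposite. Across 46 bins of 100 kb, which are not independent, 2 straight slopes gave an R2 of at least 0.672 in all 3 libraries, with their highest places within 100 kb of each other (3850 to 3950 kb). WT replicate B at 7.5 min, whose median base had 5 reads, also gave an R2 of 0.546, with its highest place at 4150 kb. The slope is therefore not limited to the 3 libraries. No biological explanation was tested, since the 3 libraries come from both strains and 3 time points.

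This background bears on the number of putative sites. With WT replicate A at 7.5 min in the place of the mutant and a pseudocount of 1, the search gave 2584 sites, more than the 1110 of the mutant at time zero. Of the sites in Table S1, 90.5% lay near one of these 2584 sites, against 36.8% after a shift of their positions. Much of the list of sites at low read numbers may therefore come from the background of the mutant library together with bases that have few reads in the WT. Sampling noise with a pseudocount of 0.01 could not be separated from this. A pseudocount of 1 left 36.9% of the number of sites, and the larger of the searches between the WT replicates, over WT replicate B alone, gave 3749 sites. The mutant over WT replicate B alone gave 4630. With a pseudocount of 1, both searches between the WT replicates gave 11 sites each. WT replicate A at 2.5 min in the place of the mutant gave 1943 sites with 0.01 and 0 with 1. WT libraries without the raised background thus gave many sites with 0.01 and few with 1. The sites of Table 1 stand apart, since at 2.5 min 15 of the 18 putative and all 26 known sites kept a ratio of at least 30 with a pseudocount of 1.

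Decay in WT replicate B was faster than in WT replicate A in all 18 regions where both could be fitted. Over 1530 windows, the fall of WT replicate B from 0 to 7.5 min (median log2 change −3.77) was nearest to that of WT replicate A at 20 min (median absolute difference 0.49) and not at 7.5 min (1.73). The correlation across windows, which are not independent, was highest at 10 min (0.857). A mislabelled time point may explain this and could not be ruled out, and the library labelled WT replicate B at 2.5 min also holds the values of another library. A difference between the cultures is equally open. With the local background subtracted, the median ratio of WT replicate B to WT replicate A half-lives was 0.702 over 27 regions, against 0.464 over 18 regions without this step. The sets of regions are not the same, and the subtraction was incomplete in regions with low coverage, so the share of the raised background of WT replicate A at 7.5 min cannot be told from this ratio. With total scaling in the place of the stable blocks, the median log2 difference of the falls was −0.62, where the blocks gave −1.73. Scaling to equal totals would also shrink a true difference across the genome, so the share of the blocks cannot be told from this.

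In 11 regions with low coverage no half-life could be fitted in WT replicate A. It was predicted that the raised background at 7.5 and 10 min was the cause and that most of the regions would gain a half-life without it. A region was counted as gaining one where at least 10% of its bases could be fitted. With the local background subtracted, 1 of the 11 did, but in 8 of the 11 the coverage of WT replicate A at 7.5 min still lay above that at time zero, so the subtraction was incomplete and cannot decide this. Without the 7.5- and 10-min samples 4 of the 11 did, fewer than predicted at this cutoff. In *dctA*, *sdhCD*, and *panE*, 7.15, 4.55, and 4.16% of the bases were then fitted, so the outcome depends on the cutoff. The cause was left open.

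In the limma fit, strain labels were exchanged among libraries of the same time point. All 100 of the 100 splits drawn from 144 gave at least as many windows as the real one, which gave 0 with an adjusted p under 0.05 and 81 with an unadjusted p under 0.05. No split can give fewer than 0, and the real split was itself among the 100. This outcome was therefore fixed in advance and decides nothing. The highest of the other splits gave 152 windows. Normalization to total coverage gave 20 windows. From a count of 0, these tests cannot tell whether the stable blocks shift the libraries.

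At time zero, 674 of 2425 windows of 500 bp were at least 2 times higher or lower in the mutant than in both WT replicates, 459 of them higher and 215 lower. With the local background subtracted, a setting added after the data were seen, 336 of 2264 windows were higher and 326 lower, so the excess of higher windows was not kept, although this subtraction is incomplete where coverage is low. Scaled by the 3 stable blocks, also added later, 737 were higher and 107 lower. The WT replicates themselves differed by at least 2 times in 271 of 1927 windows (14.1%).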
